# HEYL Regulates Neoangiogenesis Through Overexpression in Both Breast Tumor Epithelium and Endothelium

**DOI:** 10.3389/fonc.2020.581459

**Published:** 2021-01-15

**Authors:** Liangfeng Han, Preethi Korangath, Nguyen K. Nguyen, Adam Diehl, Soonweng Cho, Wei Wen Teo, Leslie Cope, Manfred Gessler, Lewis Romer, Saraswati Sukumar

**Keywords:** breast, cancer, endothelium, HEYL, notch, cytokines, epithelium

## Abstract

Blocking tumor angiogenesis is an appealing therapeutic strategy, but to date, success has been elusive. We previously identified HEYL, a downstream target of Notch signaling, as an overexpressed gene in both breast cancer cells and as a tumor endothelial marker, suggesting that HEYL overexpression in both compartments may contribute to neoangiogenesis. Carcinomas arising in double transgenic Her2-neu/HeyL mice showed higher tumor vessel density and significantly faster growth than tumors in parental Her2/neu mice. Providing mechanistic insight, microarray-based mRNA profiling of HS578T-tet-off-HEYL human breast cancer cells revealed upregulation of several angiogenic factors including CXCL1/2/3 upon HEYL expression, which was validated by RT-qPCR and protein array analysis. Upregulation of the cytokines CXCL1/2/3 occurred through direct binding of HEYL to their promoter sequences. We found that vessel growth and migration of human vascular endothelial cells (HUVECs) was promoted by conditioned medium from HS578T-tet-off-HEYL carcinoma cells, but was blocked by neutralizing antibodies against CXCL1/2/3. Supporting these findings, suppressing HEYL expression using shRNA in MDA-MB-231 cells significantly reduced tumor growth. In addition, suppressing the action of proangiogenic cytokines induced by HEYL using a small molecule inhibitor of the CXCl1/2/3 receptor, CXCR2, in combination with the anti-VEGF monoclonal antibody, bevacizumab, significantly reduced tumor growth of MDA-MB-231 xenografts. Thus, HEYL expression in tumor epithelium has a profound effect on the vascular microenvironment in promoting neoangiogenesis. Furthermore, we show that lack of HEYL expression in endothelial cells leads to defects in neoangiogenesis, both under normal physiological conditions and in cancer. Thus, HeyL-/- mice showed impaired vessel outgrowth in the neonatal retina, while the growth of mammary tumor cells E0771 was retarded in syngeneic HeyL-/- mice compared to wild type C57/Bl6 mice. Blocking HEYL’s angiogenesis-promoting function in both tumor cells and tumor-associated endothelium may enhance efficacy of therapy targeting the tumor vasculature in breast cancer.

## Introduction

Angiogenesis, a requisite for tumor growth, is the net result of a balance of angiogenic and antiangiogenic factors (1–3). Neoangiogenesis has remained a promising cancer therapeutic target for decades (4–6). However, the efficacy of anti-angiogenic therapies, mainly based on blocking VEGF function, has been limited in the clinical setting (7–12). This lack of therapeutic efficacy may be due to compensation by other angiogenic factors thereby resulting in resistance to anti-VEGF therapy (3, 13, 14), or simply due to a lack of sprouting angiogenesis in lymph nodes during early tumor dissemination (15, 16).

Devising effective anti-angiogenic therapy will depend on careful identification of novel factors on a genome-wide scale that promote angiogenesis in various cancer types. Using publicly available imaging and genomic data from the Cancer Genome Atlas GBM cohort, Rao et al. identified pathways associated with angiogenesis, tumor proliferation, and cerebral blood flow in glioblastoma (17). In another study, enhanced synthesis and secretion of members of the IL-8/GRO chemokine family was found to be associated with increased cell invasion and angiogenesis, and was implicated in metastatic progression and endocrine resistance of HER2-overexpressing breast carcinomas (18). In search of predictive biomarkers of improved survival in HER2-negative metastatic breast cancer in response to treatment with bevacizumab and paclitaxel, a predictive model of 13 genes and 5 clinical variates was deduced which identified patients with improved progression-free and overall survival (PFS and OS) (19). Elsewhere, expression of a 43-gene set showed the strongest correlation with the presence of endothelial “seed” genes in various cancers. It was proposed that this gene set could provide a metric for tumor angiogenesis and microvascular density (20).

Notch signaling activation has been reported in over 50% of breast cancers (21). Notch signaling in both epithelial and endothelial cells has also been shown to promote tumor angiogenesis (22–24). Notch pathway activation in cancer epithelial cells increased vascularization in the tumor microenvironment (25). In addition, Notch signaling in endothelial cells determines the fate of endothelial tip and stalk cells and maintains the functions and structures of the tumor vasculature (26). Given the significant impact of Notch signaling in tumor angiogenesis, numerous approaches aiming to target Notch signaling have been developed to inhibit tumorigenesis, and almost all the approaches have a dual effect on tumor epithelial and endothelial cells (27). Interestingly, it has been reported that Notch signaling contributes to resistance to bevacizumab, a humanized anti-human VEGF antibody, and that inhibiting Notch pathway enhances anti-VEGF efficacy (28). The known direct transcriptional targets of the Notch pathway are members of the HEY (hairy/enhancer-of-split related with YRPW motif) family, HEY1, HEY2, and HEYL (29, 30). However, HEYL is the only Notch downstream target gene that is associated with the expression of the Notch ligand, Jagged, in breast cancer tissues (31). We reported that HEYL is overexpressed in approximately 40% of breast cancer epithelial cells, and HEYL promoted breast cancer development by binding to TGFβ-activated Smads and inhibiting TGFβ activity (32). In 2004, we reported the discovery of HEYL as an overexpressed transcript through SAGE analysis of enriched populations of breast cancer endothelial cells from primary tumors (33). We also provided evidence that the expression of HEYL in tumor endothelial cells is potentially important for angiogenesis in breast cancer (33). Based on the literature and our own observation of HEYL expression in both the tumor endothelial and epithelial cells, we proposed that of the downstream effectors of Notch, among the three members of the HEY family, HEYL may be the primary mediator of Notch pathway action to induce tumor angiogenesis in breast cancer.

In this paper, using engineered mouse and human model systems, we investigated whether HEYL is a key regulator of Notch-mediated angiogenesis in both epithelial and endothelial compartments in breast cancer. Here, we show that HEYL expressed in tumor epithelial cells increased expression of multiple angiogenic factors and promoted neoangiogenesis, while HEYL expression in endothelial cells appears to promote invasive growth behavior of endothelial cells. Moreover, targeting two key molecules important for angiogenesis, CXCR2 along with VEGF achieved improved therapeutic endpoints. Thus, inhibition of angiogenic factors induced by HEYL and VEGF using combinatorial regimens may result in more clinically effective anti-angiogenic therapy.

## Methods

### Establishment of HS578T-tet-off HEYL Inducible Cell Lines

All the cell lines used in this study were authenticated within the last year or were used in their early passages after receipt from ATCC. Myc-tagged HEYL was cloned into a promoterless pcDNA3-hygro vector fragment. The final vector, pcDNA3-hygro-HEYL, was transfected into breast cancer cell line HS578T with tTA-IRES-Neo vector. After selection, individual clones were picked and cultured in 125 ug/ml hygromycin B, 100 ug/ml G418 and 10 ng/ml doxycycline for expansion.

### Detecting Cytokines in the Supernatant of HEYL-Inducible Cells

Antibody arrays (RayBiotech, Human Cytokine Array AAH-CYT-1-2) were used to detect cytokines in the supernatant of HS578T-tet-off-HEYL cells, under induced- (no doxycycline) and uninduced- (with doxycycline) conditions. The arrays were blocked for 30 min and incubated at 4°C overnight with 1ml supernatant of HEYL-inducible cells under uninduced and induced condition for 6 h. After washing, a biotinylated antibody cocktail provided by the manufacturer was added to the array and incubated at room temperature for 2 h. After washing, the arrays were incubated with HRP-Streptavidin at room temperature for 2 h. The arrays were washed again and incubated with detection buffer mixture at room temperature for 2 min. Finally, the chemiluminescent signals were detected.

### Establishment of MDA-MB-231 Cells With shRNA Mediated Knockdown of HEYL

Retroviral vectors expressing scramble shRNA or 2 shRNAs targeting HEYL (shRNA1: ATGGGTCTCTGAAATCACTGAA, shRNA2: AGACTTGCATCTTGTGTTTCTA) were purchased from Openbiosystems. Retroviral packaging was performed in 293T cells. The viral supernatant was used to infect MDA-MB-231 cells which were selected with 2 ug/ml puromycin. shRNA1 targets the very C-terminal end of HEYL coding region, which does not disrupt HEYL function. A myc-tagged HEYL lacking the HEYL target region of shRNA1 (hence shRNA1-resistant) was cloned into PLHCX retroviral vector. The retroviral supernatant was collected as above and used to infect MDA-MB-231 cells. Infected cells were selected in medium containing 250 ug/ml hygromycin B.

### Generation and Characterization of MMTV-HeyL/Her2-neu Double Transgenic Mice

All animal experiments were conducted with approval from the Johns Hopkins University Animal Care and Use Committee, and performed according to their guidelines. Transgenic FVB/N, MMTV-HeyL (32) were crossed with FVB/N, MMTV-Her2-neu mice that overexpress wild type rat HER2/neu (34, 35) in the mammary gland to generate MMTV-HeyL/Her2-neu double transgenic mice. Virgin Her2-neu or HeyL/Her2-neu double transgenic mice (n=22 in each group) were examined for mammary tumor development twice a week. Tumor size was measured using electronic calipers and calculated as following: volume=0.5236*L*W*W.

### Microarray Analysis of Gene Expression Using tet-off HEYL-Inducible Cells

RNeasy mini kit (Qiagen) was used to extract RNA at 6 and 24 h after doxycyline withdrawal from HS578Ttet-off-HEYL cells. Following quality control, the RNA was hybridized to Affymetrix human U133 2.0 arrays. The data was analyzed by the Johns Hopkins Microarray Core.

### Real-Time RT-qPCR

RNA was extracted using RNeasy mini kit and treated with DNAse I to remove genomic DNA contamination (32). One microgram total RNA was used for reverse transcription with MuMLV-reverse transcriptase (Promega). 0.25 ug cDNA was used as template and quantitative PCR was performed with Quantitect SYBR Green PCR kit (Qiagen). The primer sequences are available on request. mRNA levels were expressed as delta Ct values relative to 36B4, a ribosomal gene.

### Vascular Characterization–Quantitation of CD31-Stained Microvessels

Methods were followed as described (36). Formalin fixed paraffin-embedded sections of 2 mammary glands each from 5 mice were stained using the anti-CD31 antibody (Dianova). A 1:40 dilution of the antibody was used to stain the sections overnight. Diluted biotinylated anti-rat IgG (Vectastain kit) was added to the sections and incubated for 30 min. Vectastain ABC reagent (Vector) and 3, 30-diaminobenzamidine (DAB) was then used for color development. The vessel number, cumulative circumferential vessel length and cumulative vessel area were quantified using MetaVue software. For more details, refer to **Supplementary Methods**.

### HUVEC Branching Network Formation, Migration, and Invasion Assay

Methods described in (37) were followed with modifications. For the migration assay, 2x10^4^ HUVEC cells were added in the upper chamber, and 750 ul complete, uninduced or induced HS578T-tet-off-HEYL conditioned medium (CM) was added to bottom chamber. For the invasion assay, 1.5x10^4^ HUVEC cells were added in the upper chamber, and 750 ul complete EGM2 medium (Lonza) was added to bottom chamber. For both migration and invasion assays, the cells in the upper chamber were removed 16 h later with a cotton tip, and the migrated cells at the bottom of the membrane were fixed and stained by crystal violet. The number of cells on the membrane was manually counted for each well and averaged across the three wells for each treatment condition. For the branched network formation assay, 30 ul Matrigel was added in the wells in 96-well plates. After the gel was solidified, 2x10^4^ HUVEC cells in 100 ul complete EGM2 media, uninduced or induced CM were added onto the gel. Sixteen hours later, the cells were fixed. For each well, five random 10x fields were chosen for assessment of end points. A branch point cell was defined as any cell with 3 or more connections to neighboring cells. The number of branch point cells was calculated for each field, and the average number of branch point cells per field was calculated for each condition. This average number was compared across conditions. To test the effects of antiangiogenic antibodies or drugs, branched network formation assays were performed. Four micrograms per milliliter anti-CXCL1/2/3, and 5 nM SB265610 was added to the CM from induced cells. Each experiment was repeated at least 3 times.

### Tumor Xenografts and Treatment in Mice

To study the effects of HEYL depletion or overexpression, 1x10^6^ MDA-MB-231-scr or MDA-MB-231-HEYL–shRNA expressing cells were injected into the mammary fat pad (mfp) of Balb/c nu/nu mice. Syngeneic C57/Bl6 HeyL+/+ and HeyL-/- mice received mfp injections of E0771 mouse mammary tumor cells (5x10^5^). For testing therapies, MDA-MB-231 (5x10^5^) cells were injected subcutaneous (sc) into flanks of Balb/c nu/nu mice. Mice were treated intraperitoneally (ip) with vehicle, the CXCR2 inhibitor SB265610 (2 mg/kg/daily), the VEGF-inhibitor bevacizumab (10 mg/kg/biweekly) or a combination of SB265610 plus bevacizumab for 3 weeks. Six to nine mice/group were used in each experiment.

### Retinal Vessel Staining

The techniques were essentially as described in (38). Six-day old Heyl +/+ and HeyL -/- mouse pups (littermates from the same cage) were used for comparison. A freshly prepared stock (3 mg/ml) of 5′-bromo-2′ deoxyuridine (BrdU, Invitrogen, cat. no. B23151) was used each time; 300 μg of BrdU was injected intraperitoneally (i.p.) into the 6-day-old pups. 2.5 h later the mice were euthanized and the eyes fixed in 4% paraformaldehyde (PFA) at 4°C overnight, washed in PBS and retina was dissected out.

The retina was flattened with either four or five incisions radially around the optic nerve. Therefore, each retina had four or five wedges extending from the optic nerve along which measurements of retinal vessel migration distance could be made. After blocking/permeabilization, the retina was stained for 2 h in PBS containing biotinylated isolectin B4 (Vector Labs 1:50) (39, 40). Eleven retinas from 7 HeyL-/- mice and 8 retinas from 5 HeyL+/+ mice were examined. 4x images (2738 um x 2086 um) were taken of each of the 4 or 5 retinal wedges and Image J software was used to quantify the length of a line segment bisecting the wedge and extending from the outer margin of the optic nerve to the border of the vascular network. The average length from the optic nerve to the vascular front was calculated for the HeyL-/- mice and the HeyL+/+ mice and the two were compared using 2-tailed Student’s T test. Detailed methods for BrdU quantification and processing and staining of retina are provided in **Supplementary Methods**.

### *In Vitro* 3-D Fibrin Gel Culture

This assay was performed as reported (41). One million HUVEC cells were incubated with Cytodex 3 beads in EGM2 media overnight. 25 beads plus 200 ul of 2.5 mg/ml fibrinogen were added to each well of 48-well plate that contained 50U/ml thrombin. After the gels were solidified, 600 ul EGM2 media plus 60 ul conditioned media (CM) from primary human lung fibroblasts was added. Sprout length was measured using Image J imaging software.

### *In Vivo* Matrigel Plug Assay

Methods described in (42) was followed. Five hundred microliter growth factor-reduced Matrigel (#354234, Corning) plugs containing 150 ng/ml bFGF were injected sc into the ventral flank of wild type HeyL +/+ and HeyL -/- mice (n=5). On day 10 the plugs were removed, fixed in 10% formalin, sectioned and stained with Masson’s Trichrome to detect ECM of blood vessels.

### Statistical Tests

Each experiment was performed at least three times. Significance between different groups studied for angiogenesis was calculated using Welch’s corrected T-test, and Bonferroni correction was applied as multiple test correction where appropriate. Significance of differences in xenograft growth in mice was calculated by ANOVA 2-way comparisons with Bonferroni correction for comparison of effects between treatment groups with time. GraphPad Prizm software was used. *P<0.05, **P<0.01, ***P<0.001.

## Results

### HeyL Transgenic Mice Show Characteristics of Increased Angiogenesis in the Mammary Gland and Tumors

We have previously reported the finding that 24% of the multiparous MMTV-HeyL transgenic mice developed mammary tumors at 13–20 months of age (32). To examine if HeyL expression in epithelial cells contributes to neoangiogenesis, we compared characteristics of blood vessel growth in the mammary gland of 13-week old virgin MMTV-Heyl transgenic mice to the mammary gland of parental FVB/N mice. Using an anti-CD31 antibody, immunohistochemical (IHC) analysis of mammary tissue from MMTV-HeyL transgenic mice showed significantly higher vessel density in the mammary gland (**Figure 1A**), vessel length, number and percent area (**Figure 1B**) compared to wild-type FVB/N mice. To test if this enhanced blood vessel formation caused by the HeyL transgene affects tumor growth, MMTV-HeyL mice were crossed with MMTV-Her2-neu mice that overexpress wild type HER2/neu proto-oncogenes. The HER2 proto-oncogene has been reported to be overexpressed and amplified in about 15 to 20% of breast cancers (43). For the subtype of HER2-positive breast cancers, a variety of anti-HER2 antibody-based therapies and novel tyrosine kinase inhibitors have been developed and have achieved significant anti-tumor effects (44). It has also been reported that the crosstalk between HER2 activity and Notch signaling contributes to tumor resistance to anti-HER2 monoclonal antibody, trastuzumab (45). Mammary tumors arising in the MMTV-Heyl/Her2-neu mice grew significantly faster compared to those in the MMTV-Her2-neu transgenic mice (**Figure 1C**). By IHC analysis, MMTV-HeyL/Her2-neu transgenic mouse tumors had a higher density of blood vessels (**Figure 1D**), vessel length, number and percent area (**Figure 1E**) compared to mammary tumors arising in MMTV-Her2-neu mice.

**Figure 1:**
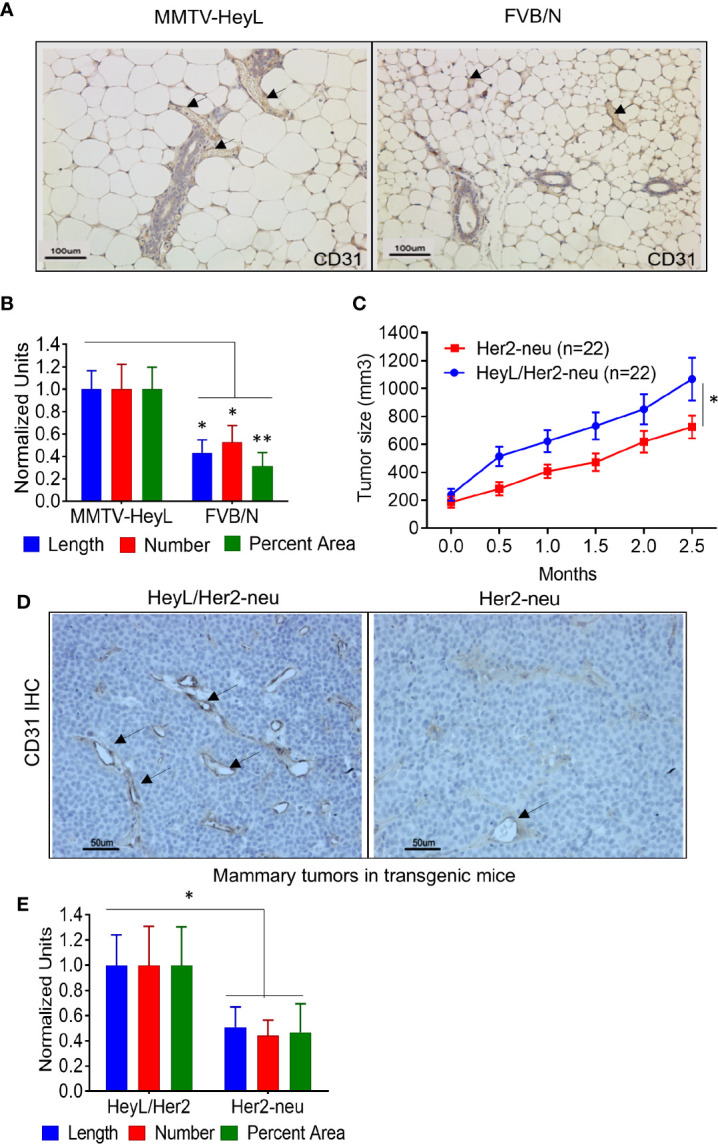
HeyL promotes angiogenesis in transgenic mice. **(A)** Anti-CD31 IHC analysis of blood vessels in mammary glands of 13 week-old virgin, MMTV-HeyL transgenic mice compared to parental FVB/N mice (n=4 mice/group). **(B)** Number of blood vessels, vessel length and average area occupied by blood vessels in mammary glands from MMTV-HeyL and parental FVB/N mice, analyzed in (A). **(C)** Mammary tumors arising spontaneously in MMTV-HeyL/Her2-neu are larger compared to those in MMTV-Her2-neu mice (n=22/group). Measurement was initiated after detection of palpable tumors. **(D)** Anti-CD31 IHC analysis of blood vessels in mammary tumors in MMTV-HeyL/Her2-neu compared to MMTV-Her2-neu mice from (C), (n=6 mice each group) **(E)**. Number of blood vessels, vessel length and average area occupied by blood vessels in mammary tumors in MMTV-HeyL/Her2-neu mice compared to MMTV-Her2-neu mice from (D) *P < 0.05; **< 0.05.

### HEYL Induces the Expression of Multiple Angiogenic Factors

HEYL is a basic Helix-Loop-Helix transcriptional factor, but the genes that it regulates are not known. To investigate the gene expression profile induced by HEYL, we generated a HS578T-tet-off-HEYL cell line that expresses myc-tagged HEYL after doxycycline withdrawal. After 24 h of gene induction/dox withdrawal, reintroduction of doxycycline to the medium for an additional 48 h (72 h from 0 time point) resulted in decreased HEYL expression (**Figure 2A**). Microarray analysis was performed using RNA extracted from these cells at 0, 6, and 24 h after induction. 

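HEYL itself was 82.5-fold higher at 6 h and 116-fold higher at 24 h than at 0 h by one of its 2 probe sets, with log2 values of 7.08, 13.45 and 13.94 at 0, 6 and 24 h. This was the highest increase of any probe set at both times. At 6 h 130 probe sets and at 24 h 8 had a higher value, and the highest on each of these arrays was 14.09, so the HEYL values lie near the top of the scale and whether they level off there was not tested. The second HEYL probe set was dim on each array, with log2 values of 4.54, 4.83 and 4.74, and differed from 0 h by 1.22-fold at 6 h and 1.15-fold at 24 h. Which part of the transcript each probe set reads, and whether that part lies in the introduced cDNA, was not analysed here. HS578T is a breast cancer cell line with mesenchymal features, and in the tet-off design doxycycline holds the introduced HEYL gene off, so that its removal turns the gene on. One array was analysed for each of 0, 6 and 24 h, and there were no replicates, so no difference between time points has a replicate check or a p-value. The sample labels mention doxycycline treatment in one place and its withdrawal in another, for the same times, and the paper's description, withdrawal, is used here. Biotin-labelled RNA was hybridized to Affymetrix human U133 2.0 arrays with 54675 probe sets. The authors deposited log2 values, one per probe set and array, and the submitters' processing notes name the RMA method and the oligo package without versions. The median value was 4.96 at 0 h, 5.00 at 6 h and 5.00 at 24 h. The fold change of a probe set was taken as the difference of its log2 values from those at 0 h. A gene was read from the probe set with the highest mean over the 3 arrays among those assigned to that gene alone, which gave 19775 genes. Across 45 hybridization and labelling control probe sets, the log2 difference from 0 h lay between -0.29 and 0.11 at 6 h and between -0.11 and 0.25 at 24 h. The 3 control probe sets for 18S ribosomal RNA were lower at 6 h, by -0.92 to -0.58 on the log2 scale, and at 24 h, by -0.37 to -0.16. GAPDH, a glycolytic enzyme, and ACTB, a cytoskeletal actin, differed from 0 h by at most 0.03 on the log2 scale by their brightest probe sets, and the 3 control probe sets for ACTB by 0.07 to 0.29 at 6 h. Of the probe sets, 41.6% had exactly the same value at 6 h as at 0 h, and 38.2% at 24 h as at 0 h.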

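At 6 h, 88 genes were at least 2-fold higher and 10 at least 2-fold lower than at 0 h, and at 24 h 273 were higher and 74 lower. The highest increases at 6 h after that of HEYL were in transcription factors of the immediate early response, with FOS 17.3-fold, FOSB 17.3-fold, ATF3 12.1-fold, EGR3 10.7-fold and EGR1 10.1-fold higher. FOS and EGR3 rose from a dim 0 h value (log2 3.98 and 4.08, with the dim limit at 4.99), so the size of their folds is not read as exact. Of 37 immediate early genes measured, 10 were at least 2-fold higher at 6 h and none was 2-fold lower, and at 24 h 6 were higher. Of 19 targets of the transcription factor NF-kB that are not cytokines, 10 were at least 2-fold higher at 6 h and 3 at 24 h, with TRAF1, a signalling adaptor, 4.04-fold and NFKB2, an NF-kB subunit, 2.54-fold higher at 6 h (1.61-fold by the mean of its probe sets). Of 24 genes of the integrated stress response, which cells use when amino acids are scarce or proteins misfold, 4 were at least 2-fold higher at 6 h and 13 at 24 h.
At 24 h CTH, an enzyme of cysteine synthesis, was 10.8-fold higher, the pseudokinase gene TRIB3 6.86-fold, SESN2 6.61-fold and CHAC1, a glutathione-degrading enzyme, 6.27-fold. PMFBP1 was 16.8-fold higher at 24 h and 1.38-fold at 6 h. Lower genes at 6 h included TRIB2 at 0.386 times its 0 h level, PPARG, a nuclear receptor, at 0.401 times, SMAD6, an inhibitor of BMP signalling, at 0.450 times by its brightest probe set (its other 3 at 0.89 to 1.00 times) and ID1 at 0.467 times. At 24 h SPINT2, a protease inhibitor, was at 0.298 times and COLEC12, a scavenger receptor, at 0.315 times its 0 h level. Of 24 proliferation genes, none was 2-fold higher at either time and 1, the cyclin gene CCNE2, was 2-fold lower at 24 h, at 0.496 times (0.51 times after the lowess correction).
The median log2 fold change of the immediate early list was 0.74 at 6 h and 0.43 at 24 h, that of the NF-kB targets 1.10 and 0.20, and that of the integrated stress response list 0.51 and 1.05. Against the medians of 10000 random lists matched on mean expression, these lay at the 100th percentile except the NF-kB targets at 24 h, at percentile 99.94. The proliferation list had medians of -0.14 and -0.29, below each of its 10000 random lists at both times. These percentiles describe these arrays only. With a gene read as the mean of its probe sets, the NF-kB median at 6 h was 0.68 and 223 genes were past 2-fold at 24 h, and the NF-kB median was 0.72 with low values floored and 0.71 without probe sets that can read several transcripts.
Counted by probe set, 156 were at least 2-fold higher and 36 lower at 6 h, and 478 were higher and 134 lower at 24 h, where 387 in all were left without probe sets that can read several transcripts. Both times shared 81 higher and 8 lower probe sets. Independent lists of these sizes would share 1.36 and 0.09, and simulated unchanged arrays against a shared 0 h array shared 1.83 and 1.62 on average, and at most 7 and 6. The shared lower probe sets numbered 10 after centring of each array, 6 after the lowess correction and 5 after quantile normalization again. The latter counts do not exceed the simulated highest of 6. Part of the overlap may come from the single 0 h array that both comparisons use. Some shared probe sets also had equal values at 6 h and 24 h, such as one of PDE7B, with a log2 value of 4.78 at both times. How far such equal values raise the overlap above the simulated one was not tested.

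**Figure D1:**
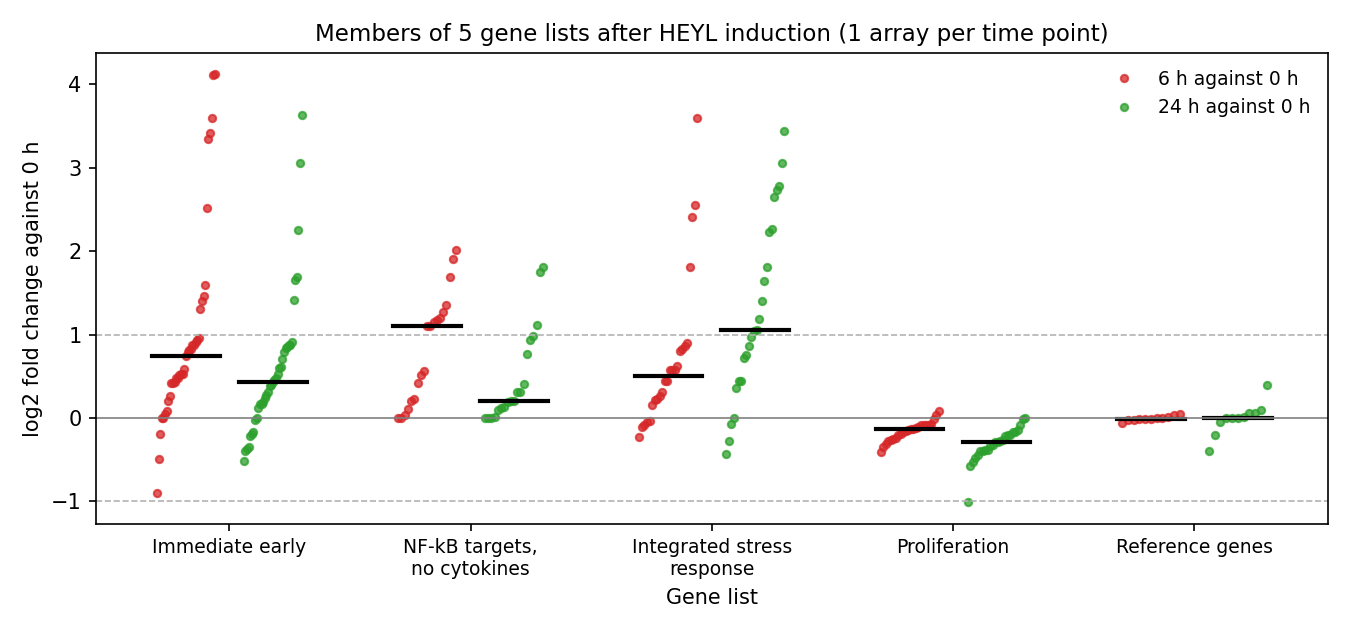
Log2 fold change of each measured member (points) of 5 gene lists at 6 h (red) and 24 h (green) against 0 h, in order of size within each list, with black bars at the list medians and dashed lines at 2-fold. The medians of the immediate early list are 0.74 and 0.43 and those of the integrated stress response list 0.51 and 1.05, while the reference genes have medians of -0.01 and 0.00.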

The data showed that upon HEYL-induction only approximately 100 genes underwent changes in expression that were higher than 2-fold (**Figure 2B**, **Supplementary Table 1**). 

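At 6 h, all 6 of the angiogenic cytokine genes measured here were at least 2-fold above 0 h, and at 24 h 3 were, or 2 after centring of each array, where CXCL2 was at 1.96-fold. At 6 h, 5 were with the mean of each gene's probe sets, and 4 of 5 without probe sets that can read several transcripts. CXCL1, a chemokine that binds the receptor CXCR2, was 4.20-fold higher at 6 h and 1.84-fold at 24 h. CXCL3 was 3.80-fold and 2.53-fold higher. CXCL1 and CXCL3 rose from a dim 0 h value (log2 4.25 and 4.56, with the dim limit at 4.99), so the size of their folds is not read as exact. IL8, encoded by CXCL8, was 4.71-fold higher at 6 h and 1.02-fold at 24 h, and its second probe set gave 7.98-fold and 1.01-fold. IL6 was 3.47-fold higher at 6 h and 1.46-fold at 24 h.
CXCL2 was 3.55-fold and 2.02-fold higher by its brightest probe set, while its other 2 probe sets were dim, with log2 values from 3.04 to 3.15 on each array, and had log2 changes of 0.00 and -0.02. FGF1, a fibroblast growth factor, was 2.67-fold and 2.93-fold higher, and its other 2 probe sets gave 6.20-fold and 5.08-fold and 1.96-fold and 3.07-fold.
The paper's Supplementary Table 1 holds 133 genes that the platform annotation names singly. Of these, 19 (14.3%) encode a secreted or shed protein by a hand classification from general knowledge; with 4 more that have no probe set named singly, this is 23 (16.1%) of the 143 symbols the table prints. By the table's own probe sets, 18 of the 19 were at least 2-fold higher at 6 h and 9 at 24 h, and 1, the neurotrophin gene BDNF, was 2-fold lower at 6 h, at 0.49 times. By each gene's brightest probe set, which for BDNF (0.80 times), the fibronectin gene FN1 (1.09-fold) and EDN1 (1.75-fold) is another one, 16 were at least 2-fold higher at 6 h and 9 at 24 h, none was 2-fold lower, and 13 were lower at 24 h than at 6 h. Examples chosen after their values were seen are INHBA, an activin subunit, at 4.15-fold at 6 h and 1.38-fold at 24 h, the bone morphogenetic protein gene BMP2 at 2.76-fold and 0.95-fold, and TSLP, an epithelial cytokine, at 2.49-fold and 3.41-fold. ESM1, an endothelial proteoglycan, was 2.25-fold higher at both times. These genes were selected on the same arrays, so their direction is not independent evidence, and no genome-wide list of secreted proteins was used here to test their share.

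**Figure D2:**
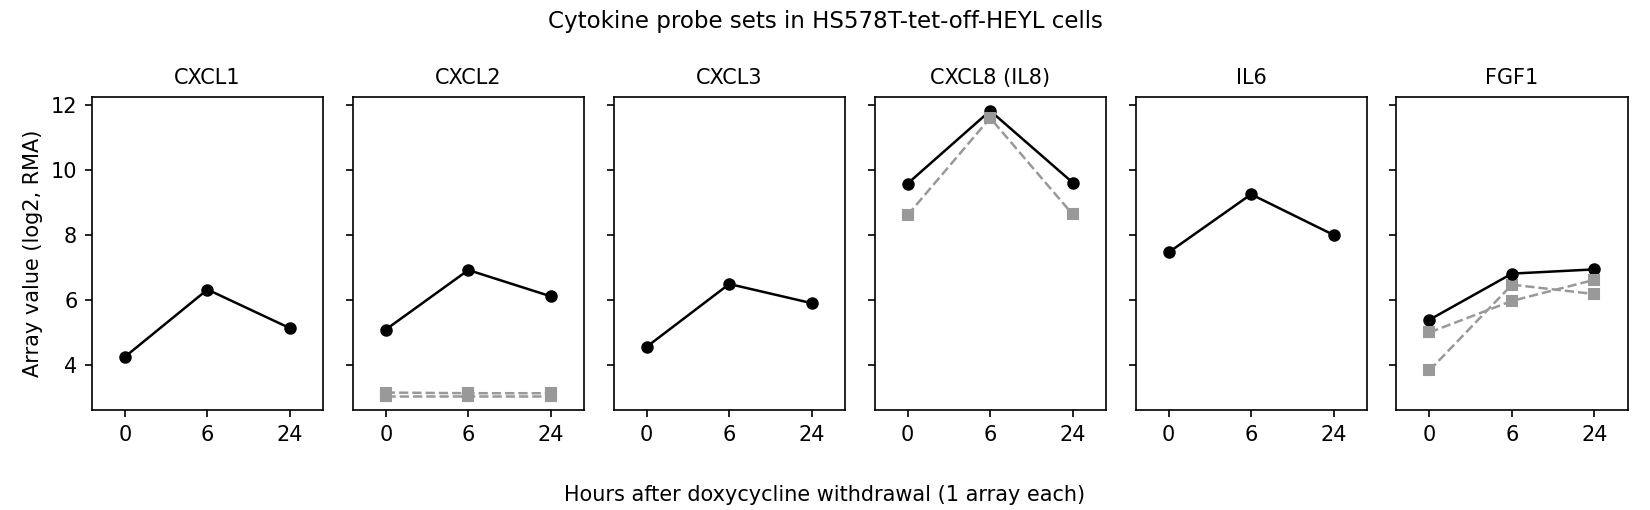
Log2 array values of each probe set of CXCL1, CXCL2, CXCL3, CXCL8, IL6 and FGF1 at 0, 6 and 24 h after doxycycline withdrawal, with the times evenly spaced on the axis and 1 array per time. Black circles are the probe set with the highest mean and grey squares the others; CXCL8 goes from 9.58 to 11.82 and back to 9.61, and FGF1 from 5.39 to 6.81 and 6.94.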

Interestingly, many of these genes were secreted proteins, and included well-known angiogenic cytokines such as CXCL1, 2, and 3, IL6, IL8, and FGF1 (**Figure 2B**). Consistent with the microarray data, by RT-qPCR, expression of these genes was higher at 6 and 24 h following HEYL induction compared to baseline (**Figure 2C**). When doxycycline was added back to the medium 24 h post-HEYL induction, expression of these genes was reduced (**Figure 2C**). To determine changes in protein expression, conditioned medium (CM) from HS578T-tet-off-HEYL cells with, or without HEYL induction for 6 h was analyzed by protein array. In a pattern consistent with the gene expression data, increased levels of angiogenic cytokines were found in the media from cells with induced HEYL expression (**Figure 2D**). We tested the effect of HEYL expression on cytokine gene expression in a second breast cancer cell line, MDA-MB-231, with shRNAs mediating downregulation of endogenous HEYL (**Figure 2E**). Compared to the MDA-MB-231 cells expressing scramble-shRNA, MDA-MB-231 cells with HEYL-shRNA expression showed reduced mRNA expression of these cytokines (**Figure 2F**). Conversely, also shown in the western blot (**Figure 2E**), when an exogenous HEYL (that was not targeted by the shRNA) was expressed in MD-MB-231 cells, cytokine expression increased significantly or showed the same trend (**Figure 2F**). 

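In HS578T-tet-off-HEYL cells, 4 of 7 ligands of CXCR2 were at least 2-fold higher at 6 h, and the other 3, CXCL5, CXCL6 and PPBP, were dim, with log2 values of 3.30 or less on each array. Among 21 other chemokines and interleukins measured, 3 were at least 2-fold higher at 6 h, namely IL6, CCL2, which attracts monocytes, and TSLP, and none was 2-fold lower. At 24 h TSLP and IL32 were at least 2-fold higher, IL32 by 2.29-fold, and IL11 was lower, at 0.394 times its 0 h level by its brightest probe set and 0.79 times by the other.
Of 32 proangiogenic secreted factors that exclude the paper's 6 cytokines, 2 of which are also among the CXCR2 ligands and 4 among the chemokines and interleukins above, none was 2-fold higher at either time by its brightest probe set. At 6 h VEGFC, a lymphangiogenic growth factor, was 1.66-fold higher and the endothelin gene EDN1 1.75-fold, with another EDN1 probe set at 2.03-fold, while the vasodilator gene ADM was at 0.556 times. At 24 h CXCL12, a chemokine that binds CXCR4, was at 0.327 times by its brightest probe set and 0.85 times by the other, and IL11, on this list too, was lower. Of 18 antiangiogenic secreted factors, none was 2-fold changed at 6 h and 1 was 2-fold lower at 24 h, the metalloproteinase inhibitor gene TIMP3.
The median log2 fold change of the CXCR2 ligands was 1.83 at 6 h and 0.02 at 24 h, at the 100th percentile and percentile 88.87 of the random lists. Without probe sets that can read several transcripts, which removes both CXCL8 probe sets, the 6 h median was 0.00, and with the mean of each gene's probe sets it was 0.60. Without dim probe sets, which leaves 4 of the 7 ligands, of which CXCL1 and CXCL3 pass the filter only through their rise, the 24 h median was 0.95. The median of the chemokine and interleukin list was 0.18 at 6 h and 0.10 at 24 h, at the 100th percentile and percentile 99.6. The proangiogenic list had medians of 0.00 and 0.00, at percentiles 59.05 and 48.66, and the antiangiogenic list, of which 8 of 18 genes were dim, 0.00 and 0.00, at percentiles 50.81 and 48.81. Without dim probe sets the antiangiogenic median at 6 h was -0.093, at percentile 2.81. Without probe sets that can read several transcripts its 24 h median was 0.05, at percentile 97.84.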

The results in both model systems, using a tet-inducible HS578T system and using downregulation of HEYL with shRNA, followed by re-expression of HEYL in MDA-MB-231 cells strongly suggested that HEYL may, directly or indirectly, regulate the expression of a number of cytokines that have been previously implicated in neoangiogenesis.

**Figure 2:**
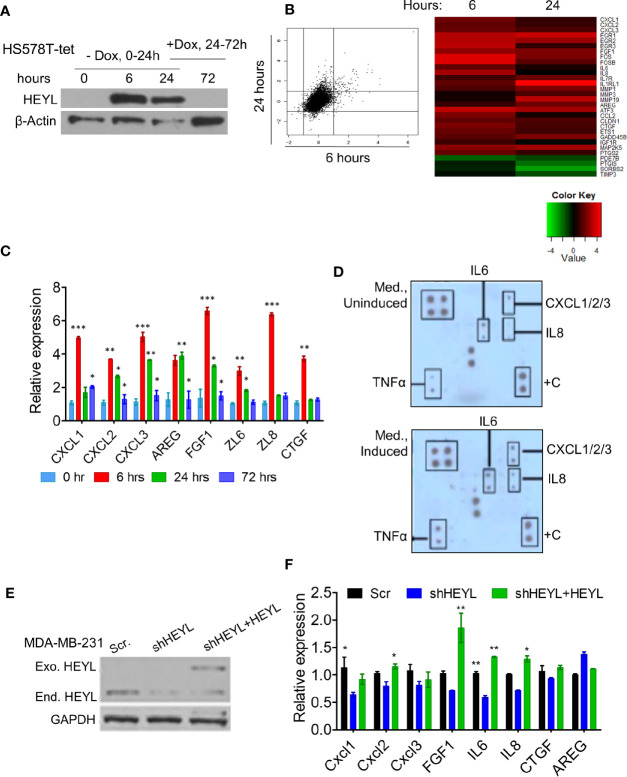
HEYL controls the expression of multiple angiogenic factors. **(A)** Western blot analysis of Myc-tagged HEYL expression in HS578T-tet-off-HEYL at 0, 6, and 24 h after doxycyline (dox) withdrawal. At the 24 h time point, Dox was re-added, and Myc-tagged HEYL expression was examined 48 h later (72 h after initiation of the experiment). **(B)** A scatter plot (showing log2-fold change) and heatmap show genes with expression changes at 6 and 24 h after HEYL induction relative to 0 h cells (uninduced cells) (also listed in **Supplementary Table 1**). **(C)** RT-qPCR validation of expression of major cytokines in the HS578T-tet-off-HEYL-inducible cells in (B) at 0, 6, 24, and at the 72 h time point (48h after re-induction of HEYL expression). mRNA expression levels relative to 36B4, a ribosomal gene, are shown. **(D)** Antibody array-based detection of cytokines in conditioned medium from HS578T-tet-off-HEYL-induced and –uninduced cells (6h); +C are quality controls **(E)** Western blot analysis of HEYL in MDA-MB-231-shRNA cells and re-expression after introduction of shRNA-resistant, Myc-tagged HEYL. **(F)** qPCR of cytokine expression in the MDA-MB-231 cell panel in (E). mRNA expression levels relative to 36B4, a ribosomal gene, are shown. *P < 0.05; **< 0.05; ***< 0.001.

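Of the 30 genes labelled in the heatmap, 28 had a probe set named here, and 21 of these were at least 2-fold higher and 1 lower at 6 h, while 16 were higher and 4 lower at 24 h. Of the 28, 13 were at least 2-fold higher at both times, 8 at 6 h alone and 3 at 24 h alone. IL1RL1, the receptor for IL33, was 3.42-fold higher at 6 h and 27.1-fold at 24 h by its brightest probe set. Its other 3 probe sets gave 1.00-fold to 1.66-fold at 6 h and 1.00-fold to 2.72-fold at 24 h. The 6 h value of IL1RL1 was 1.60-fold by the mean of its probe sets, and 1.66-fold without probe sets that can read several transcripts. The matrix metalloproteinase genes MMP1, MMP3 and MMP19 were 5.09-fold, 2.74-fold and 11.2-fold higher at 24 h, after 2.58-fold, 1.26-fold and 1.34-fold at 6 h, all from a dim 0 h value (log2 3.20, 4.51 and 4.63, with the dim limit at 4.99). The second MMP19 probe set, the brighter one at 0 h, was at the same value on the 3 arrays. EGR1 and ATF3 were still 12.4-fold and 8.36-fold higher at 24 h, whereas EGR3 was at 1.84-fold and CCL2 went from 4.90-fold to 1.26-fold. CTGF, named CCN2 here, a matricellular protein, was 5.01-fold and 2.44-fold higher, and the tight junction gene CLDN1 3.07-fold and 3.06-fold. PTGS2, which encodes cyclooxygenase-2, was 3.77-fold and 1.97-fold higher. MAP2K5, a kinase, was 5.77-fold and 7.66-fold higher by one probe set, while its other 5 probe sets, 3 of them brighter at 0 h, differed from 0 h by -0.31 to 0.07 on the log2 scale.
The lower genes were PDE7B, a phosphodiesterase, at 0.287 times its 0 h level at 6 h and 0.409 times at 24 h, and PTGIS, which encodes prostacyclin synthase, at 0.687 and 0.253 times. SORBS2, a cytoskeletal adaptor, was at 0.716 and 0.147 times by its brightest probe set, and at 0.54 times at 24 h by the mean of its 10 probe sets. TIMP3 was at 0.821 and 0.389 times. The heatmap genes were chosen by the study on these arrays. From the changes on the arrays, together with RT-qPCR, the protein array of conditioned medium and the shRNA experiment in MDA-MB-231 cells, the paper proposes that HEYL may, directly or indirectly, regulate a number of cytokines implicated in neoangiogenesis.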

To determine if HEYL exerts direct transcriptional control on the expression of the cytokine genes, we searched for HEYL consensus DNA-binding sites from previously published HEYL ChIP-seq data on HEYL-expressing HEK293 cells (46). Heisig et al. reported that HEYL bound strongly to the promoter regions of CXCL1, 2, and 3, while HEY1 and HEY2 displayed much lower binding affinity to these sites (46). We performed ChIP assays to test whether HEYL bound to the promoter regions of CXCL1, 2, or 3 in HS578T-tet-off-HEYL cells. Gene loci for these three chemokines are located on the same chromosome, separated from one another by 60–170 kb. HEYL did not bind to all of the sites predicted by the ChIP-seq data (46). As shown by PCR analysis of the immunoprecipitated protein-DNA complex in HS578T cells, HEYL bound to the following regions: 2 kb upstream of the CXCL1 transcription start site (TSS), 2 kb upstream of the CXCL2 TSS, close to both the TSS for CXCL2 and for CXCL3, and 1.4 kb upstream of the CXCL3 TSS (**Supplementary Figure 1**). These data supported the notion that HEYL is a direct regulator of CXCL1, -2 and -3. We hypothesized that HEYL expression in the tumor cells, in all likelihood, promotes angiogenesis through upregulation and expression of these and other chemokines.

We tested this concept in cultured human vascular endothelial cells (HUVEC). HUVEC cultured on Matrigel using CM from induced HS578T-tet-off-HEYL cells formed more branched network like structures than HUVEC exposed to CM from uninduced cells (**Figures 3A, B**). Neutralizing antibodies against CXCL1, -2, and -3 inhibited HUVEC branched network formation [**Figures 3C** (upper panels), **D**]. Since CXCL1, -2, -3 and IL8 all bind to the CXCR2 receptor (47), a potent CXCR2 receptor blocker, SB265610, was also tested. Branched network formation in HUVEC cells was inhibited when SB265610 was added to CM from induced-HS578T-tet-off-HEYL cells [**Figures 3C** (lower panels), **D**]. Additionally, HUVECs migrated more rapidly toward CM from induced cells than uninduced cells (**Figure 3E**). These data indicate that angiogenic chemokines and/or cytokines present in HEYL-induced CM promoted angiogenesis *in vitro*. Next, we examined HEYL’s ability to promote growth in xenografts of human breast cancer cells. Immunodeficient mice received injections (mfp) of MDA-MB-231 cells expressing scr-shRNA, or shRNA1 or shRNA 2 that target HEYL. MDA-MB-231-scr cells grew significantly faster (*p<0.05) than MDA-MB-231-HEYLshRNA cells (**Figure 3F**).

**Figure 3:**
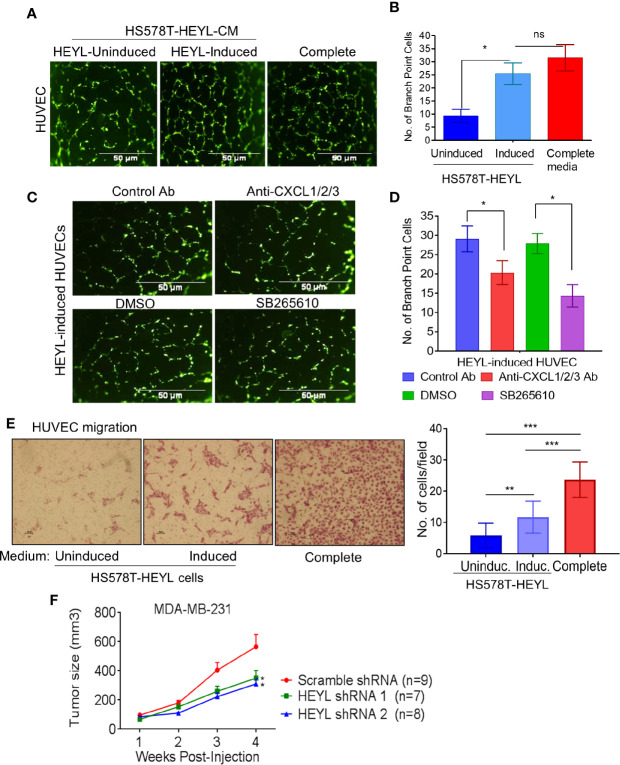
HEYL functionally regulates angiogenesis *in vitro* and supports tumor growth *in vivo*. **(A)** Branched network formation on Matrigel of HUVEC cells incubated with complete EGM2 medium, or conditioned medium from HS578T-tet-off-HEYL-induced, or –uninduced cells. **(B)** The quantification of cells with more than 3 branching sites in (A). **(C)** Antibodies that neutralize CXCX1/2/3, or a CXCR2 inhibitor, SB265610 (SB) reduced HUVEC branched network formation. **(D)** The quantification of cells with more than 3 branching sites in (C). **(E)** Cell migration assay with HS578T-tet-off-HEYL cell- induced or uninduced conditioned media. Panels show stained HUVECs that have migrated through a membrane in a Boyden chamber assay. **(F)** Growth rate of xenografts in nu/nu mice of MDA-MB-231 with scr-shRNA (n=9) or shRNA1 (n=7) and shRNA2 (n=8) targeting HEYL. *P < 0.05; **< 0.05; ***< 0.001.

### HEYL Expression in Tumor Endothelial Cells Promotes Cell Invasion

We had previously reported that serial analysis of gene expression (SAGE) profiles showed that HEYL is upregulated 20-fold in tumor endothelial cells of breast cancer compared to EC from normal breast (33, 48). We also showed that HEYL promoted HUVEC proliferation and survival (33). These data strongly suggested that the differential expression of HEYL in another tumor compartment, i.e., endothelial cells, may support tumor cell growth. Therefore, to examine the effect of the presence or absence of HEYL in endothelial cells on angiogenesis *in vivo*, we studied neonatal mouse retinal blood vessel growth in wild type (WT) and HeyL-/- mice (49, 50). At postnatal day 6, retinal vessels in WT mice reached the periphery (red arrows, **Figures 4A, B**). However, in HeyL-/- mice of the same age, incomplete vessel growth and invasion was observed (blue outline of margins, **Figures 4A, B**). This finding could be attributed to a slow rate of growth of the retinal vessels. No differences were observed in BrdU incorporation in the endothelial cells of WT compared to HeyL-/- mice (**Supplementary Figure 2**), suggesting that cell invasion, not proliferation, accounted for differences in retinal angiogenesis. Therefore, the expression of HEYL in endothelial or the cells in their microenvironment may assist vessel invasion into normal anatomical areas. Similarly, invasion through Matrigel in Boyden chambers of HUVEC cells expressing GFP was less frequent than HUVEC cells expressing HEYL (**Figures 4C, D**). Also, in 3-D fibrin gel cultures, HUVEC-HEYL-cells showed faster invasion with longer sprout lengths (**Figure 4E**). These findings suggested that loss of HEYL might lead to defects in neoangiogenesis. Direct evidence was sought for HeyL’s involvement in mouse tumor angiogenesis and growth *in vivo*. Matrigel plugs containing bFGF were injected subcutaneously (sc) into HeyL+/+ and HeyL-/- mice. Gel plugs retrieved from HeyL knockout mice had fewer blood vessels and a paler appearance compared to plugs from HeyL+/+ mice (**Figure 4F**). Sections of plugs stained with Masson’s trichrome to visualize vessel ECM supported these observations (**Figure 4G**). Furthermore, HeyL+/+ mice supported the growth of syngeneic E0771 mouse mammary tumors better than HeyL-/- mice (**Figure 4H**). Tumors grew significantly larger in HeyL+/+ mice than in HeyL-/- mice. Since these mice lack HEYL expression in all cell types, we do not know whether the impeded tumor growth is due of HeyL loss in endothelial cells or in any other cell population.

**Figure 4:**
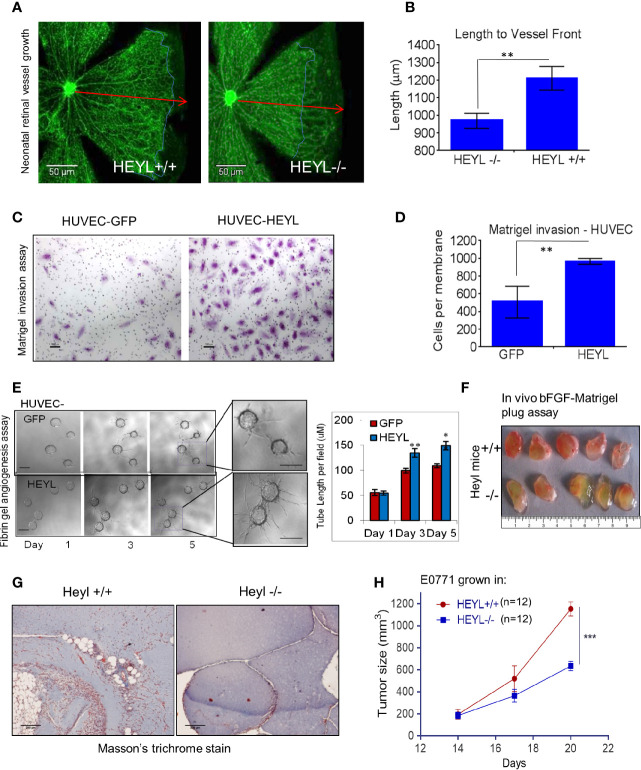
HEYL expression in endothelial cells promotes endothelial cell invasion. **(A)** Retinal blood vessel growth in neonatal (day 6) retina in HeyL+/+ mice extends farther than in HeyL-/- mice. The blue lines in the figure indicate the extent of outgrowth of the blood vessels while the red arrows define the length achieved in retina of wild type mice. **(B)** A significant difference is observed in the length of the blood vessels from center to periphery of the retina of 6-day old HeyL+/+ and Heyl-/- mouse pups. **(C)** Matrigel invasion assay of HUVEC-HEYL or HUVEC-GFP cells. **(D)** Quantification of the number of the invaded cells in a Matrigel invasion assay shows HUVEC-HEYL cells migrate 2X faster than control HUVEC–GFP cells. **(E)** (Left panel) 3-D fibrin gel invasion assay was used to measure growth of sprouts of HUVEC-GFP or HUVEC-HEYL cells at day 1, 3 and 5. Right panel: The average sprout length was measured in the two groups. Quantification of three determinations is shown. **(F)** Matrigel plugs containing bFGF examined 10 days after sc implantation in wild type HeyL+/+ and HeyL -/- mice show different extent of mouse blood vessel infiltration (n=5 mice per group). **(G)** Sections of matrigel from (F) were stained with Masson’s Trichrome to visualize ECM surrounding blood vessels show greater infiltration in HeyL-/- mice compared to HeyL+/+ mice (n=5 per group). **(H)** Impaired growth of mouse mammary tumor, E0771, in the mammary fat pad of syngeneic HeyL-/- mice compared to HeyL+/+ mice (n =12 per group). *P < 0.05; **< 0.05; ***< 0.001.

### Blocking VEGF and CXCR2 Signaling Enhanced Antiangiogenic Effects of Bevacizumab

The evidence presented thus far suggested that an epithelial–endothelial crosstalk elicits tumor-specific angiogenesis. This provides a therapeutic opportunity for combined targeting of both compartments to interrupt signaling leading to neo-angiogenesis. The efficacy of bevacizumab, a humanized anti-human VEGF antibody in breast cancer was not high enough to warrant its use as a single agent (7, 8). This lack of efficacy could be attributed to the fact that many other angiogenic factors are expressed in breast cancer. For example, CXCR2 activation upon cytokine binding leads to VEGFR2 transactivation either directly through CXCR2 interaction with VEGFR2, or indirectly through NFĸB-dependent autocrine activation of VEGFR2 receptors (51). Since HEYL increased expression of CXCR2 receptor ligands (CXCL1, 2, and 3, and IL8) (**Figure 2**), we tested the combined antitumor effects of known anti-CXCR2 and anti-VEGF agents using MDA-MB-231 cells with high endogenous expression of HEYL. Treatment with the CXCR2 inhibitor, SB265610, plus the anti-human VEGF antibody, bevacizumab, significantly reduced tumor growth of MDA-MB-231 xenografts compared to bevacizumab or SB alone (**Figure 5A**). Tumor vessel density was decreased by treatment with either SB265610 or bevacizumab alone as compared with control, while the combined treatment (bevacizumab +SB) was even more effective (**Figures 5B, C**). These results suggested that HEYL, through its action on CXCL1, 2, 3 and IL8, contributed substantially to promoting tumor growth, likely through its effects on the tumor endothelial cells. Thus, reduction of tumor size was achieved by using a combination of specific inhibitors of the cytokine receptor and VEGF.

**Figure 5:**
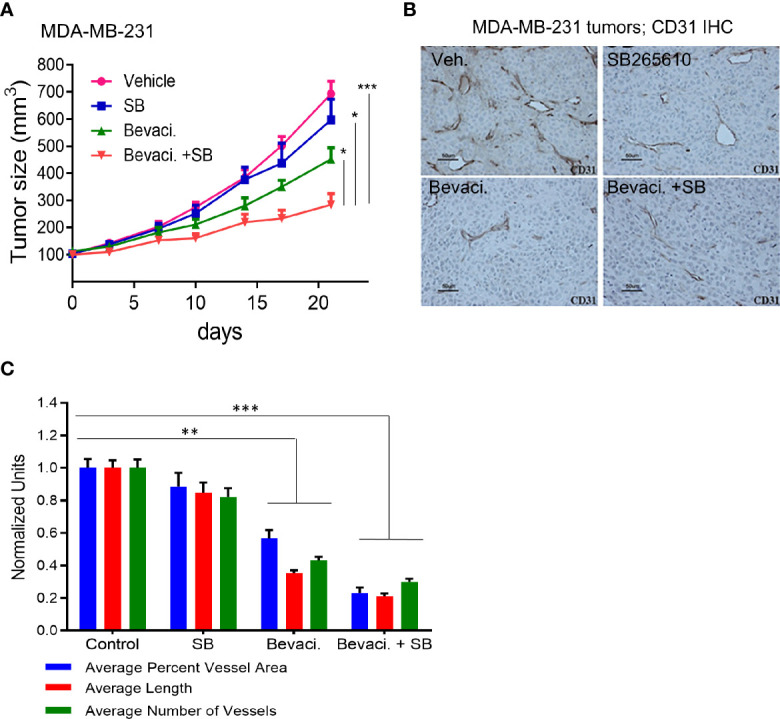
Targeting Notch pathway and VEGFR2 inhibits tumor growth. **(A)** Growth of sc xenografts of MDA-MB-231 cells in immunodeficient mice treated with vehicle (n=8), SB265610 (n=7), bevacizumab (n=9) and SB265610 plus bevacizumab (n=9). **(B)** Anti-CD31 IHC analysis of blood vessels in MDA-MB-231 xenografts shows significant reduction of tumor size in mice treated with bevacizumab and a combination of bevacizumab plus SB265610 compared to other groups. **(C)** Quantification of number of blood vessels, vessel length and average area occupied by blood vessels in mice (B) treated with single agents or combination of bevacizumab plus SB265610 compared to vehicle control mice. *P < 0.05; **< 0.05; ***< 0.001.

## Discussion

Tumor angiogenesis is a complex process involving cooperative interactions between carcinoma cells and their microenvironment. In this paper, we present evidence that overexpression of HEYL in breast carcinoma cells elicits a response in both tumor epithelial and endothelial cells that promotes angiogenesis.

Identification of angiogenic factors, other than VEGF, has remained a critical quest in cancer therapy. The Notch pathway has been reported to function in both tumor epithelial and endothelial cells to support tumor growth and angiogenesis. Various therapies targeting the Notch pathway including Notch receptor/ligand monoclonal antibody and inhibitors of γ-secretase, that is an enzyme necessary for Notch receptor cleavage and signal transduction, have been developed to inhibit tumor growth and showed promising anti-angiogenesis effects (27). HEYL is the only Notch downstream target gene that correlated to the expression of the Notch ligand, Jagged, in breast cancer tissues (31). High HEYL expression was found to be present in about 40% of breast cancers—a pattern consistent with enhanced Notch signaling in breast cancer (32, 33). We have also shown previously that HEYL is a direct transcriptional target of Notch in breast cancer cells (32).

Our functional assays indicate an important role for epithelial HEYL expression in the promotion of tumor angiogenesis. We have shown that HEYL increased the expression of several angiogenic cytokines (**Figure 2**) and enhanced angiogenesis and tumor growth by its action in both epithelial (**Figure 3**) and endothelial cells (**Figure 4**). CXCR2 is a receptor for CXCL1, 2, and 3, and IL8 that has been shown to have a profound effect on tumor epithelial interactions with stromal cells (52). Combined treatment of MDA-MB-231 xenografts using a CXCR2 inhibitor, SB265610, and an anti-VEGF antibody, bevacizumab, showed significant anti-tumor effects (**Figure 5**) both on size of the tumor and reduction in neoangiogenesis. Thus, our work revealed novel anti-angiogenesis strategies that might target tumors with an active Notch-HEYL-angiogenic factor axis using a CXCR2-inhibitor combined with bevacizumab. Our results are consistent with previous reports in which an enhanced anti-angiogenesis effect was achieved by using bevacizumab in combination with DBZ, a small molecule inhibitor of γ-secretase to inhibit Notch signaling (28). Collectively, these data also suggest that high HEYL expression in tumors may help identify patients who may be amenable to anti-Notch or anti-CXCR2-targeted therapies. In addition, we found that HEYL expression in both tumor epithelial (**Figure 3**) and endothelial cells (**Figure 4**) has functional consequences. Overexpression of HEYL in HUVEC promoted cell invasion. The loss of HEYL expression in endothelial cells reduced endothelial cell invasion *in vitro*. Absence of HEYL in the HEYL-/- mice impaired physiological retina blood vessel development and tumor growth of syngeneic cancer cells (**Figure 4**). These findings are in concordance with our previous observations that HEYL overexpression augmented proliferation in human mammary microvascular endothelial cells, and also was protective against apoptosis in HUVEC (33). However, a direct function for HEYL in endothelial cells during neoangiogenesis still remains to be substantiated. In HEYL-/- mouse retina, the observed phenotype of retarded retinal vessel outgrowth could be attributed to non-endothelial cells in the retina such as macrophages and pericytes, as well as to endothelial cells. Similarly, slower growth of syngeneic E0771 tumor cells in HEYL-/- mice may occur due to lack of HEYL in other cell types in the tumor microenvironment or due to distant effects.

In summary, we found that HEYL is expressed in both tumor epithelial and endothelial cells. HEYL exerts separable and potentially cooperating effects on angiogenesis. HEYL is a downstream target of Notch. Here, our data suggest a Notch-HEYL-angiogenic factor axis in breast cancer. HEYL may have angiogenic effects through overexpression in two different tumor cellular compartments. The complex and proposed functions of HEYL in tumor epithelial and endothelial cells are illustrated in **Figure 6**. Anti-HEYL targeted therapy may be a promising new component of treatment regimens aimed at targeting multiple angiogenic factors.

**Figure 6:**
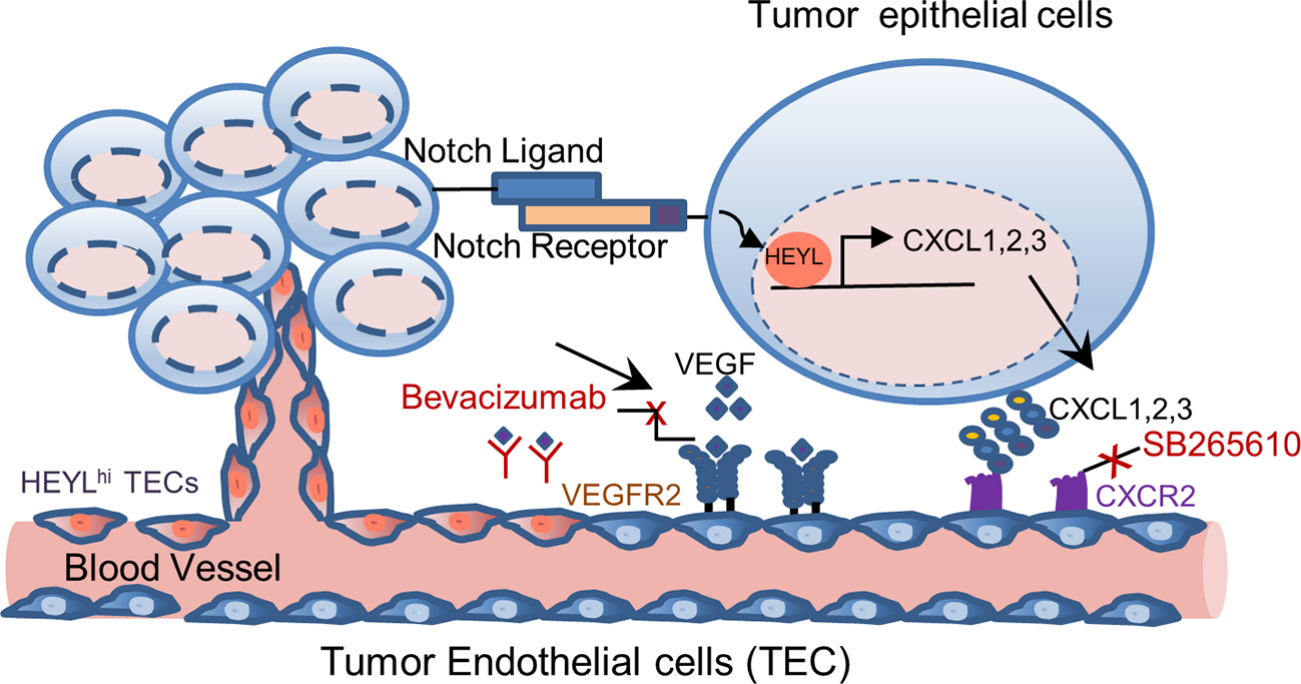
Model of differential functions of HEYL in tumor epithelial cells and endothelial cells. In carcinoma cells, HEYL is a known direct target of Notch. High HEYL transcriptionally upregulates expression of multiple angiogenic cytokines such as CXCL1, 2 and 3. Angiogenesis is enhanced by CXCL1, 2 and 3 binding to CXCR2, and VEGF binding to VEGFR2. Combined inhibition of these key molecules, CXCR2 and VEGF, achieves superior therapeutic benefits. In tumor endothelial cells, the expression of HEYL increases the endothelial cell invasion and thus promotes tumor angiogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE161413, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161413.

## Ethics Statement

The animal study was reviewed and approved by Johns Hopkins Institutional Animal Care and Use Committee (JH-IACUC).

## Author Contributions

Conceptualization: LH, PK, SS. Project administration and methodology: SS, LH, PK, NN, AD, SC, WT, MG, LC, LR. Formal data analysis: LH, PK, SS, SC, LC. Writing—original draft: LH, Writing, review and editing. SS, LH, PK, LR, MG. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Department of Defense predoctoral fellowship W81XWH-04-1-0382 to LH, the DOD Center of Excellence Grant W81XWH-04-1-0595 and Susan G Komen Grant SAC110050 to SS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: HEYL Regulates Neoangiogenesis Through Overexpression in Both Breast Tumor Epithelium and Endothelium
**Source:** Front Oncol. 2021 Jan 15;10:581459. doi: 10.3389/fonc.2020.581459
**Supplement:** Supplementary file 1

## **Supplementary Materials**

### **HEYL regulates neoangiogenesis through overexpression in both breast tumor epithelium and endothelium**

Liangfeng Han<sup>1</sup>, Preethi Korangath<sup>1</sup>, Nguyen K Nguyen<sup>1</sup>, Adam Diehl<sup>1</sup>, Soonweng Cho<sup>1</sup>, Wei Wen Teo<sup>1</sup>, Leslie Cope<sup>1</sup>, Manfred Gessler<sup>2</sup>, Lewis Romer<sup>3</sup> and Saraswati Sukumar<sup>1</sup>

<sup>1</sup>Department of Oncology and <sup>3</sup>Departments of Anesthesiology and Critical Care Medicine, Cell Biology, Biomedical Engineering, and Pediatrics, Johns Hopkins University School of Medicine, <sup>2</sup>Developmental Biochemistry, Comprehensive Cancer Center Mainfranken and Theodor-Boveri-Institute/ Biocenter, University of Wurzburg, Wurzburg, Germany

## **Supplementary Materials**

Supp Table 1: pg 1-9

Supp Figure 1-2: pg 10

Supp Methods pg 11-13

References pg 13

**Supplementary Table 1:** Genes that showed over  $\geq 2$ -fold expression changes at 6 and 24 hours after HEYL induction in HS578T-tet-off-HEYL inducible cells.

| Probe set    | Gene Symbol | 6 Hour      | 24 Hour     |
|--------------|-------------|-------------|-------------|
| 209189_at    | FOS         | 17.33961547 | 4.789914818 |
| 202768_at    | FOS         | 17.26765178 | 3.160165247 |
| 202672_s_at  | ATF3        | 12.13414036 | 8.357086103 |
| 1554980_a_at | ATF3        | 12.01695942 | 7.046954993 |
| 206115_at    | EGR3        | 10.74058002 | 1.837825767 |
| 227404_s_at  | EGR1        | 10.10501809 | 12.3976949  |
| 201694_s_at  | EGR1        | 9.890202087 | 9.056791217 |
| 205249_at    | EGR2        | 9.487315995 | 7.01770839  |
| 211506_s_at  | IL8         | 7.983381752 | 1.014662547 |
| 1552721_a_at | FGF1        | 6.203145651 | 5.077083544 |
| 228442_at    | NA          | 6.156028881 | 3.035638506 |
| 219270_at    | CHAC1       | 5.848229794 | 6.272323633 |
| 211371_at    | MAP2K5      | 5.771714747 | 7.658171666 |
| 210090_at    | ARC         | 5.751746131 | 1.798756624 |
| 1555673_at   | KRTAP2-1    | 5.567385567 | 4.101068952 |
| 238623_at    | NA          | 5.544279543 | 2.220677667 |
| 223195_s_at  | SESN2       | 5.318428433 | 6.611602545 |
| 206078_at    | KALRN       | 5.091179741 | 9.113467018 |
| 209101_at    | CTGF        | 5.010657754 | 2.438510188 |
| 201693_s_at  | EGR1        | 5.007185835 | 8.562309587 |
| 216598_s_at  | CCL2        | 4.900741328 | 1.263127262 |
| 223196_s_at  | SESN2       | 4.89734557  | 7.695419637 |
| 209211_at    | KLF5        | 4.779964819 | 3.375263185 |
| 202859_x_at  | IL8         | 4.707626949 | 1.016070143 |
| 207536_s_at  | TNFRSF9     | 4.688089135 | 4.688089135 |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 210511_s_at                 | INHBA              | 4.525257851   | 1.53261996     |
| 222227_at                   | ZNF236             | 4.478451555   | 4.478451555    |
| 1560286_s_at                | NA                 | 4.429058338   | 3.258030252    |
| 220468_at                   | ARL14              | 4.263386944   | 3.358925972    |
| 1558404_at                  | LOC644242          | 4.210524619   | 2.352182501    |
| 204470_at                   | CXCL1              | 4.198866734   | 1.840375301    |
| 226991_at                   | NFATC2             | 4.193049902   | 2.267338826    |
| 210538_s_at                 | BIRC3              | 4.184339759   | 1.725482689    |
| 227140_at                   | NA                 | 4.146804404   | 1.377450046    |
| 205599_at                   | TRAF1              | 4.036206535   | 3.358925972    |
| 242329_at                   | LOC401317          | 3.955883666   | 3.615010907    |
| 1555355_a_at                | ETS1               | 3.877159268   | 2.128740365    |
| 207850_at                   | CXCL3              | 3.802636405   | 2.529759085    |
| 242625_at                   | RSAD2              | 3.797368484   | 2.124318373    |
| 204748_at                   | PTGS2              | 3.765913858   | 1.971098674    |
| 213418_at                   | HSPA6              | 3.660396673   | 1.798756624    |
| 1554997_a_at                | PTGS2              | 3.61000291    | 2.039195366    |
| 209774_x_at                 | CXCL2              | 3.545526797   | 2.023706402    |
| 202887_s_at                 | DDIT4              | 3.501565319   | 3.1058755      |
| 205207_at                   | IL6                | 3.470154749   | 1.456999114    |
| 207526_s_at                 | IL1RL1             | 3.424753138   | 27.15225285    |
| 218182_s_at                 | CLDN1              | 3.379945538   | 2.572194967    |
| 220493_at                   | DMRT1              | 3.308093474   | 3.103723417    |
| 200800_s_at                 | HSPA1A             | 3.280691645   | 5.606109796    |
| 230372_at                   | NA                 | 3.226567037   | 0.787853886    |
| 205681_at                   | BCL2A1             | 3.224331326   | 3.516158244    |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 209212_s_at                 | KLF5               | 3.188769906   | 2.793357065    |
| 203889_at                   | SCG5               | 3.097276111   | 2.70007597     |
| 209305_s_at                 | GADD45B            | 3.095129987   | 4.996784503    |
| 222549_at                   | CLDN1              | 3.067365319   | 3.054634996    |
| 36711_at                    | MAFF               | 3.012580933   | 3.217633484    |
| 200796_s_at                 | MCL1               | 2.934266688   | 1.853176124    |
| 222771_s_at                 | MYEF2              | 2.930201749   | 4.900741328    |
| 205193_at                   | MAFF               | 2.922088757   | 3.151415544    |
| 206432_at                   | HAS2               | 2.907945035   | 0.660669203    |
| 243711_at                   | DDAH1              | 2.869899069   | 1.771535038    |
| 213797_at                   | RSAD2              | 2.850075228   | 2.289448321    |
| 200799_at                   | HSPA1A             | 2.846126922   | 3.755486989    |
| 205844_at                   | VNN1               | 2.816688454   | 1.587767862    |
| 236947_at                   | SEMA3C             | 2.772139771   | 1.059218335    |
| 205289_at                   | BMP2               | 2.762548896   | 0.947370071    |
| 207574_s_at                 | GADD45B            | 2.752991203   | 4.61394242     |
| 204472_at                   | GEM                | 2.747272467   | 2.661058082    |
| 220512_at                   | DLC1               | 2.73966596    | 1.309485423    |
| 214447_at                   | ETS1               | 2.681425183   | 1.559409685    |
| 205117_at                   | FGF1               | 2.674000991   | 2.928171392    |
| 201473_at                   | JUNB               | 2.64450921    | 1.727876375    |
| 237411_at                   | ADAMTS6            | 2.640845682   | 2.514026749    |
| 202149_at                   | NEDD9              | 2.622604028   | 3.673104649    |
| 209304_x_at                 | GADD45B            | 2.599078125   | 4.525257851    |
| 205659_at                   | HDAC9              | 2.588291309   | 2.080600533    |
| 204475_at                   | MMP1               | 2.582914701   | 5.087652027    |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 202628_s_at                 | SERPINE1           | 2.579336501   | 0.889458994    |
| 207535_s_at                 | NFKB2              | 2.540301965   | 1.708819482    |
| 235745_at                   | ERN1               | 2.536782799   | 1.594384953    |
| 206157_at                   | PTX3               | 2.500124605   | 0.680185426    |
| 235737_at                   | TSLP               | 2.494931144   | 3.412904392    |
| 202393_s_at                 | KLF10              | 2.488023307   | 1.526259209    |
| 1554420_at                  | ATF3               | 2.488023307   | 3.206501318    |
| 230778_at                   | NA                 | 2.4794154     | 1.714752073    |
| 205290_s_at                 | BMP2               | 2.475980582   | 0.893785162    |
| 202581_at                   | HSPA1B             | 2.463996147   | 2.954676127    |
| 201417_at                   | SOX4               | 2.443586203   | 1.4054187      |
| 204614_at                   | SERPINB2           | 2.435132037   | 1.834008086    |
| 202643_s_at                 | TNFAIP3            | 2.431758566   | 1.387992719    |
| 1560285_at                  | NA                 |               | 1.851892045    |
| 234153_at                   | SYNJ2              | 2.418311352   | 0.84323111     |
| 205205_at                   | RELB               | 2.418311352   | 1.921189728    |
| 232676_x_at                 | MYEF2              | 2.404938498   | 4.38932775     |
| 207626_s_at                 | SLC7A2             | 2.348923942   | 0.589269704    |
| 1552972_at                  | hCG_2032978        | 2.347296357   | 1.778917987    |
| 229430_at                   | ADHFE1             | 2.344044567   | 1.950710923    |
| 215498_s_at                 | MAP2K3             | 2.337554497   | 1.273677475    |
| 231779_at                   | IRAK2              | 2.334316204   | 1.064370182    |
| 212614_at                   | ARID5B             | 2.313376368   | 3.333412829    |
| 221185_s_at                 | IQCG               | 2.30697121    | 2.234574276    |
| 201502_s_at                 | NFKBIA             | 2.300583787   | 1.139973273    |
| 1554960_at                  | C1orf110           | 2.281527432   | 0.458184322    |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 228697_at                   | HINT3              | 2.278366754   | 2.358713185    |
| 230795_at                   | NA                 | 2.261061134   | 3.986161051    |
| 203627_at                   | IGF1R              | 2.256364275   | 0.944092419    |
| 223394_at                   | SERTAD1            | 2.250116969   | 2.276788058    |
| 208394_x_at                 | ESM1               | 2.248557848   | 2.248557848    |
| 209239_at                   | NFKB1              | 2.243886961   | 1.094293701    |
| 225142_at                   | JHDM1D             | 2.234574276   | 3.657860358    |
| 208047_s_at                 | NAB1               | 2.226843236   | 0.942784536    |
| 202644_s_at                 | TNFAIP3            | 2.222217457   | 1.332374825    |
| 1556924_at                  | ALS2CR10           | 2.222217457   | 3.217633484    |
| 202880_s_at                 | PSCD1              | 2.20686748    | 1.264003098    |
| 201642_at                   | IFNGR2             | 2.188587403   | 0.930449658    |
| 224833_at                   | ETS1               | 2.182527754   | 1.336074078    |
| 235417_at                   | SPOCD1             | 2.177994031   | 1.247465572    |
| 236646_at                   | C12orf59           | 2.171963713   | 2.318191904    |
| 242907_at                   | GBP2               | 2.170458744   | 1.634670657    |
| 227458_at                   | NA                 | 2.162949527   | 1.857033705    |
| 211139_s_at                 | NAB1               | 2.156960863   | 1.026689546    |
| 215499_at                   | MAP2K3             | 2.15248025    | 1.313121125    |
| 203665_at                   | HMOX1              | 2.148008943   | 2.121375483    |
| 226218_at                   | IL7R               | 2.146520573   | 3.750284386    |
| 204440_at                   | CD83               | 2.140577397   | 1.006257823    |
| 203927_at                   | NFKBIE             | 2.136130816   | 2.162949527    |
| 205807_s_at                 | TUFT1              | 2.133171562   | 3.417638964    |
| 227080_at                   | ZNF697             | 2.127265346   | 3.73471978     |
| 202269_x_at                 | GBP1               | 2.118436669   | 0.583579051    |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 204994_at                   | MX2                | 2.118436669   | 1.708819482    |
| 219257_s_at                 | SPHK1              | 2.112571251   | 1.330529041    |
| 1557353_at                  | NA                 | 2.095072254   | 1.178539408    |
| 210260_s_at                 | TNFAIP8            | 2.0907202     | 0.937571096    |
| 227755_at                   | NA                 | 2.089271526   | 2.639015822    |
| 203153_at                   | IFIT1              | 2.086377187   | 2.295804828    |
| 202270_at                   | GBP1               | 2.084931522   | 0.557483109    |
| 203879_at                   | PIK3CD             | 2.083486858   | 1.572434584    |
| 214701_s_at                 | FN1                | 2.082043195   | 1.36983298     |
| 225803_at                   | FBXO32             | 2.070529848   | 2.318191904    |
| 203751_x_at                 | JUND               | 2.064797071   | 0.853817714    |
| 225516_at                   | SLC7A2             | 2.061936638   | 0.366275219    |
| 224219_s_at                 | TRPC4              | 2.054802879   | 2.536782799    |
| 240757_at                   | CLASP1             | 2.047693801   | 1.354724977    |
| 1556769_a_at                | DLGAP1             | 2.046274939   | 2.791421528    |
| 214326_x_at                 | JUND               | 2.037782393   | 0.807201075    |
| 226533_at                   | HINT3              | 2.033549347   | 1.844206236    |
| 222802_at                   | EDN1               | 2.032140286   | 1.039579435    |
| 237732_at                   | NA                 | 2.029325093   | 1.118061851    |
| 201615_x_at                 | CALD1              | 2.029325093   | 1.185914499    |
| 205239_at                   | AREG               | 2.02791896    | 4.263386944    |
| 225557_at                   | AXUD1              | 2.022304162   | 2.370185542    |
| 230499_at                   | BIRC3              | 2.019502595   | 0.927230546    |
| 1567224_at                  | HMG2               | 2.018103268   | 0.576343173    |
| 242005_at                   | NA                 | 2.008335086   | 1.910565873    |
| 210942_s_at                 | ST3GAL6            | 2.002774511   | 1.616641738    |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 225842_at                   | PHLDA1             | 0.50243191    | 0.498615626    |
| 215058_at                   | MGC24039           | 0.499653546   | 0.340564509    |
| 241954_at                   | FDFT1              | 0.498270131   | 0.882702996    |
| 244503_at                   | BDNFOS             | 0.497579861   | 0.909408252    |
| 225239_at                   | NA                 | 0.496890547   | 0.90312651     |
| 212240_s_at                 | PIK3R1             | 0.495858365   | 0.722966147    |
| 228523_at                   | NANOS1             | 0.492433221   | 0.545253866    |
| 239392_s_at                 | NA                 | 0.492092011   | 0.410940094    |
| 239367_at                   | BDNF               | 0.490049708   | 0.880869374    |
| 228613_at                   | RAB11FIP3          | 0.487002134   | 0.738669032    |
| 224797_at                   | ARRDC3             | 0.484980955   | 1.208317843    |
| 227354_at                   | PAG1               | 0.484644908   | 0.644834125    |
| 203706_s_at                 | FZD7               | 0.484644908   | 0.788400174    |
| 218149_s_at                 | ZNF395             | 0.481964904   | 0.642157904    |
| 230192_at                   | TRIM13             | 0.475659138   | 0.78024548     |
| 222168_at                   | ALDH1A3            | 0.473685035   | 0.864537231    |
| 226034_at                   | NA                 | 0.472701058   | 0.687770909    |
| 235926_at                   | ANAPC5             | 0.471065637   | 0.670821112    |
| 208937_s_at                 | ID1                | 0.466839972   | 1.511519928    |
| 224559_at                   | MALAT1             | 0.461691155   | 1.5888688      |
| 243438_at                   | PDE7B              | 0.461371246   | 0.461371246    |
| 235521_at                   | HOXA3              | 0.460732093   | 0.878430468    |
| 207069_s_at                 | SMAD6              | 0.45031299    | 0.835666959    |
| 230779_at                   | TNRC6B             | 0.446582926   | 0.77271055     |
| 230722_at                   | BNC2               | 0.431071773   | 0.423372656    |
|                             |                    |               |                |

| <b>Supp Table 1 (cont.)</b> |                    |               |                |
|-----------------------------|--------------------|---------------|----------------|
| <b>Probe set</b>            | <b>Gene Symbol</b> | <b>6 Hour</b> | <b>24 Hour</b> |
| 227578_at                   | NA                 | 0.430474594   | 0.737645729    |
| 212444_at                   | NA                 | 0.421031477   | 0.496202187    |
| 229674_at                   | SERTAD4            | 0.408384496   | 0.581560021    |
| 208510_s_at                 | PPARG              | 0.400812665   | 0.796088099    |
| 236429_at                   | ZNF83              | 0.399425958   | 0.540362701    |
| 227062_at                   | TncRNA             | 0.396941965   | 0.645281245    |
| 235337_at                   | NA                 | 0.390393246   | 0.473685035    |
| 227396_at                   | PTPRJ              | 0.387696603   | 0.523405141    |
| 202478_at                   | TRIB2              | 0.386087567   | 0.652929894    |
| 238478_at                   | BNC2               | 0.367037659   | 0.302918165    |
| 230494_at                   | SLC20A1            | 0.326691313   | 0.668500248    |
| 230109_at                   | PDE7B              | 0.287373712   | 0.408951029    |

**Supp Table 1:** Genes that showed over  $\geq 2$ -fold expression changes at 6 and 24 hours after HEYL induction in HS578T-tet-off-HEYL inducible cells.

## Supplementary Figures.

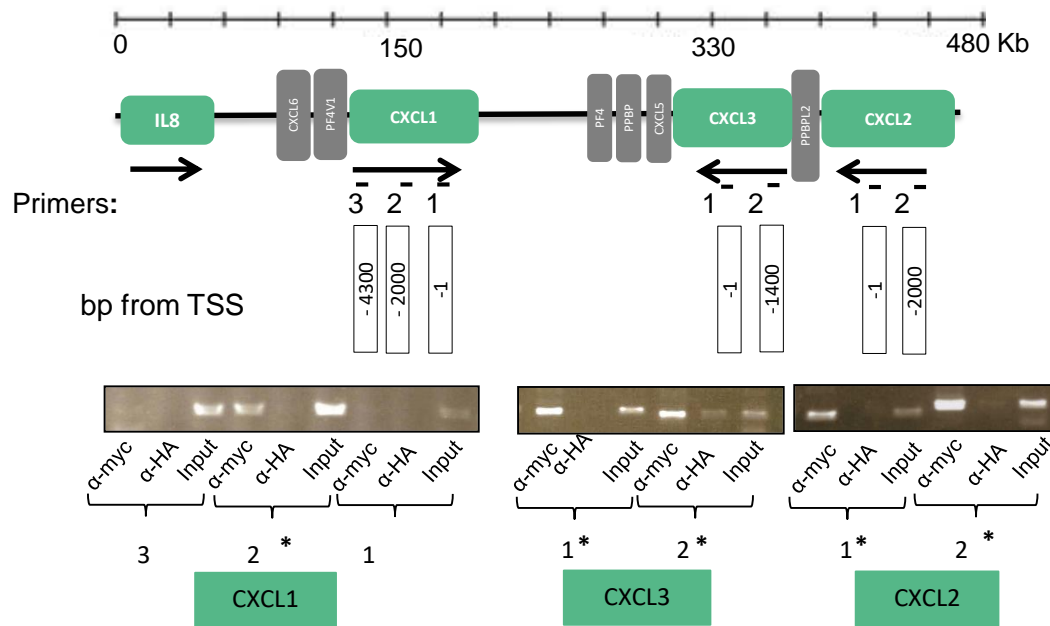

**Supplementary Figure 1:** ChIP analysis of putative HEYL-binding sites in CXCL1/2/3 promoter regions in HS578T-tet off-HEYL cells. Primers were designed to amplify seven predicted HEYL-binding sites (1) in CXCL1, 2 3 promoters (see Supp Methods for primer sequences). Among the seven predicted binding sites, five sites, denoted by asterisks were confirmed as HEYL-binding sites in breast cancer cells.

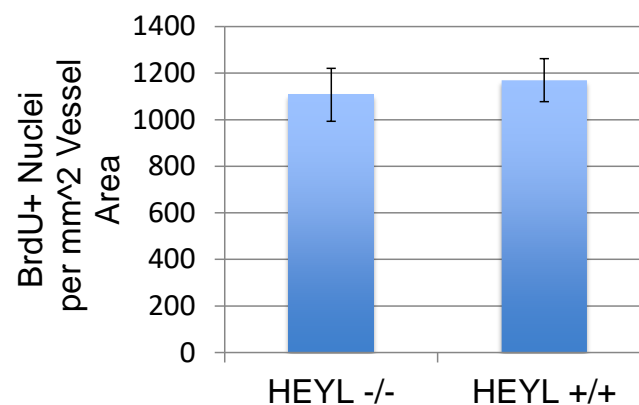

**Supplementary Figure 2:** Blood vessel endothelial cell proliferation in retina of HeyL+/+ or HeyL<sup>-/-</sup> mice as measured by in vivo BrdU incorporation assay.

## **Supplementary Methods.**

### **Vascular characterization- quantitation of CD31-stained microvessels**

Methods were followed as described (2) Formalin fixed paraffin-embedded sections of 2 mammary glands each from 5 mice were stained using the anti-CD31 antibody (Dianova). A 1:40 dilution of the antibody was used to stain the sections overnight. Diluted biotinylated anti-rat IgG (Vectastain kit) was added to the sections and incubated for 30 minutes. Vectastain ABC reagent (Vector) and 3, 3'-diaminobenzamide (DAB) was then used for color development. To capture differences between the vascularity of mammary glands taken from MMTV-HeyL transgenic mice compared to wild-type FVB/N mice, a single fourth mammary gland was taken from 13-week-old virgin HeyL transgenic mice (N=4) and virgin 13-week old wild-type mice (N=4). Sections of these mammary glands were prepared and scanned for the four most vascular fields within each mammary gland excluding the lymph node. Images of these four fields were captured with a Nikon Eclipse 50i camera with a PanFluor 20x objective using SPOT Advanced software. Within each field, the vessel number, cumulative circumferential vessel length and cumulative vessel area were quantified using MetaVue software by manually demarcating each vessel along its CD31 stained borders. These parameters were compared between virgin MMTV-HeyL transgenic mice and age-matched wild-type FVB/N mice using a Student's t test. The same protocol was also followed to study the MMTV-HeyL/Her2-neu (N=6) and Her2/neu (N=6) mammary tumor samples.

### **ChIP assay**

HS578T-tet-off-HEYL cells on 150 mm tissue culture plates were uninduced or induced for 5 hours. Cells were fixed with 550 ul 37% formaldehyde for 6.5 min., lysed and the purified cell nuclei were sonicated for 6 min, 3 times (Jin, 2015). The sonicated DNA (500-1000 bp) was immunoprecipitated with 1.5 ul anti-HA or anti-Myc tagged HEYL antibody (Cell Signaling) using protein G magnetic ChIP assay bead kit (Millipore). The beads were extensively washed and DNA was eluted. The HEYL-binding sites at the different promoters were examined by PCR. The primer sequences used in CHIP assay are: CXCL1 transcription site 1, F: CGGGATCGATCTGGAAGCTC, R: GTGAGAGGAGCGGAAGAGC; CXCL1 transcription site 2, F: GTCTCCATTGGGTCAATGCT, R: GGTGTGCTAGAATGTTGTTTCTTT; CXCL1 transcription site 3, F: TCATTCTCTTGGCAGCTCCT, R: GCTGCCCAAATCTCTCATCT; CXCL2 transcription site 1, F: CTGGAGCTCCGGGAATTT, R: GAGGAGAGCTGGCAAGGAG; CXCL2 transcription site 2, F: GGATAGAAATGCACCCTCCTT, R: AAGCCTTATGAACACACACACG; CXCL3 transcription site 1, F: GGCTTTCCAGTCTCAACCAT, R: GGAAGCTGTGCGAGAAGC; CXCL3 transcription site 2, F: CTTGGGCTAGGCACAGAGAG, R: CCTGAAGCACAGGGCTCTAC.

### **HEYL adenovirus construction**

HEYL-expressing adenovirus was constructed using published methods (He, 1998). HEYL cDNA was cloned into pAdtrack-CMV vector, cut with PmeI and introduced into electrocompetent E. coli BJ5183 cells with pAdEasy vector by electroporation. The adenoviral vectors were transfected into 293T cells and viral supernatant from the second round of infection was used for infection. In HUVEC cells, the adenovirus expressed HEYL and GFP from two different promoters. Adenovirus expressing GFP alone was used as control. Five ul of adenoviral supernatant was added into HUVEC cells cultured in a T75 flask (infection efficiency over 90% by GFP expression). The HUVEC cells were used for experiments one day later.

## Retinal vessel staining

The techniques were essentially as described in (3). Six-day old HeyL  $+/+$  and HeyL  $-/-$  mouse pups (littermates from the same cage) were used for comparison. A freshly prepared stock (3 mg/ml) of 5'-bromo-2' deoxyuridine (BrdU, Invitrogen, cat. no. B23151) was used each time; 300  $\mu$ g of BrdU was injected intraperitoneally (i. p.) into the 6-day-old pups. 2.5 h later the mice were euthanized and the eyes fixed in 4% paraformaldehyde (PFA) at 4°C overnight, washed in PBS and retina was dissected out. After blocking/permeabilization in 1% After blocking/permeabilization in 1% BSA with 0.3% triton o. n at 4°C, the retina was washed two times in Pblec buffer (1% Triton X100, 1mM  $\text{CaCl}_2$ , 1mM  $\text{MgCl}_2$  and 1mM  $\text{MnCl}_2$  in PBS, pH 6.8) for 20 min and incubated for 2 h in PBS containing biotinylated isolectin B4 (Vector Labs 1:50) (4, 5). Following five washes (each 20 min) in blocking solution, the retina was incubated with Alexa-Fluor-streptavidin-conjugated antibodies (Molecular Probes, 1:100) for 2 h. After washing three times in PBS, the retina was re-fixed in 4% PFA-PBS for 30 min at RT. The retinas were washed for 5 min in 2 ml of PBS at RT and incubated in 2 ml of formamide-SSC solution for 1 h at 65°C. The formamide-SSC solution was removed completely and retina incubated in 2ml of 2N HCl solution for 30 min at 37°C. The 2N HCl solution was removed completely and retina neutralized by washing twice (10min/ wash) with 2 ml of 0.1M Tris HCl (pH 8.0) at RT. The solution was removed and retina washed twice (10 min/wash) with 2 ml of PBS at RT. The retina was incubated with 2 ml of retina-blocking buffer for 2 h at RT. While the retina was being treated, monoclonal mouse anti-BrdU antibody (BD Bioscience, cat. no. 347580) at a dilution 1:50 was diluted in retina-blocking buffer and 2% (V/V) goat serum. The blocking solution was removed completely and the retina incubated overnight at 40 °C with 100  $\mu$ l of diluted mouse anti-BrdU antibody. Retinas were washed five times (20 min per wash) using 2 ml of wash buffer at RT. While the retinas were being washed, the secondary goat anti-mouse antibody (Alexa Fluor 546, dilution 1:500) was diluted in retina blocking buffer and 2% (V/V) goat serum. The washing buffer was removed and 100  $\mu$ l of secondary antibody solution was added to the retinas and incubated for 2 h at RT. The retinas were washed four times (20 min per wash) with 2 ml of wash buffer at RT, and flat-mounted on microscope glass slides with Fluoromount-G (SouthernBiotech, 0100-01).

After staining and flat mounting of retinas, images were taken using a Hamamatsu C10600 camera attached to a Nikon Eclipse TE200 microscope. For each magnification level, the gain and exposure time was held constant across all images taken. Volocity Software was used for image capture and contrast enhancement, which was done uniformly across all images. Image J was used for analysis.

The retina was flattened with either four or five incisions radially around the optic nerve. Therefore, each retina had four or five wedges extending from the optic nerve along which measurements of retinal vessel migration distance could be made. Eleven retinas from 7 HeyL  $-/-$  mice and 8 retinas from 5 HeyL  $+/+$  mice were examined. 4x images (2738  $\mu$ m x 2086  $\mu$ m) were taken of each of the 4 or 5 retinal wedges and Image J software was used to quantify the length of a line segment bisecting the wedge and extending from the outer margin of the optic nerve to the border of the vascular network. The average length from the optic nerve to the vascular front was calculated for the HeyL  $-/-$  mice and the HeyL  $+/+$  mice and the two were compared using 2-tailed Student's T test.

For quantification of BrdU positive endothelial cells, 2 retina samples were taken from each of three HeyL  $-/-$  mice (n=6) and three HeyL  $+/+$  mice (n=6). These retinas were physically cut and flattened into four quadrants, and 10x images (1095  $\mu$ m x 835  $\mu$ m) were taken of each of the four quadrants. For quantification of the number of BrdU positive cells per square millimeter of endothelial cell area coverage, we focused on the vascular front, an area defined by the width of

the quadrant and a height equal to the most distal 250  $\mu$ m of retinal vessel expansion away from the optic nerve. Using Image J, this area was manually traced, and the number of BrdU positive cells lying in this region was manually counted. The vessel area was calculated using Image J to select the strongly fluorescent region within the defined area. The BrdU positive cell count was then normalized to the vessel area and these values were averaged for the two groups and compared using a 2-tailed Student's T-test.

## References.

1. Heisig, J, Weber, D, Englberger, E, Winkler, A, Kneitz, S, Sung, WK, et al. Target gene analysis by microarrays and chromatin immunoprecipitation identifies HEY proteins as highly redundant bHLH repressors. *PLoS genetics*. 2012;8(5):e1002728. doi: 10.1371/journal.pgen.1002728. PubMed PMID: 22615585; PMCID: PMC3355086.
2. Wu, FT, Paez-Ribes, M, Xu, P, Man, S, Bogdanovic, E, Thurston, G, et al. Aflibercept and Ang1 supplementation improve neoadjuvant or adjuvant chemotherapy in a preclinical model of resectable breast cancer. *Sci Rep*. 2016;6:36694. Epub 2016/11/15. doi: 10.1038/srep36694. PubMed PMID: 27841282; PMCID: PMC5107907 from Regeneron. R.S.K. is a member of Scientific Advisory Board of Angiocrine Bioscience Inc. and MolMed Inc., a consultant to Triphase Accelerator LLC, and has received honoraria recently from Boehringer-Ingelheim, Eli Lilly and Neovacs Pharma.
3. Pitulescu, ME, Schmidt, I, Benedito, R, Adams, RH. Inducible gene targeting in the neonatal vasculature and analysis of retinal angiogenesis in mice. *Nat Protoc*. 2010;5(9):1518-34. Epub 2010/08/21. doi: 10.1038/nprot.2010.113. PubMed PMID: 20725067.
4. Higuchi, M, Kato, T, Yoshida, S, Ueharu, H, Nishimura, N, Kato, Y. PRRX1- and PRRX2-positive mesenchymal stem/progenitor cells are involved in vasculogenesis during rat embryonic pituitary development. *Cell Tissue Res*. 2015;361(2):557-65. Epub 2015/03/22. doi: 10.1007/s00441-015-2128-5. PubMed PMID: 25795141.
5. Benton, RL, Maddie, MA, Minnillo, DR, Hagg, T, Whittemore, SR. Griffonia simplicifolia isolectin B4 identifies a specific subpopulation of angiogenic blood vessels following contusive spinal cord injury in the adult mouse. *J Comp Neurol*. 2008;507(1):1031-52. Epub 2007/12/20. doi: 10.1002/cne.21570. PubMed PMID: 18092342; PMCID: PMC2735010.

How the deposited data were processed for this re-analysis (not part of the article)

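Gene expression was measured in HS578T-tet-off-HEYL cells at 0, 6 and 24 h after doxycycline withdrawal, with 1 Affymetrix human U133 2.0 array per time point. The paper states that the data were analysed by a microarray core. The submitters' processing notes name RMA and oligo, with no versions. RMA corrects the background, brings the arrays to one distribution and summarizes the probes of each probe set by a median polish. The authors deposited the result as log2 values for 54675 probe sets, 62 of which are control probe sets. The values ran from 1.79 to 14.10. All 3 columns were assigned to a time point from their sample labels. No scanner files were used here, so detection above background was not analysed here, and the number of arrays limits the precision.
Log2 differences from 0 h were computed from the deposited values without further normalization. Genes were named through the platform annotation: 41097 probe sets had 1 gene symbol, 1801 had several and 11777 had none and are unnamed here. Of the first, 41043 were matched by gene identifier to the RefSeq annotation of assembly GRCh38.p14, which changed 0 symbols. That annotation was used for names and for which genes neighbour each other. A gene was read from the probe set with the highest mean over the 3 arrays. This mean includes the later arrays, so a probe set can be chosen through its own rise; reading each gene from its probe set brightest at 0 h, an alternative added after the data were seen, changed the probe set of 259 genes, 19 of them past 2-fold. Of 54 named genes past 2-fold with several probe sets, 30 had another one that changed by less than 1.5-fold in the same direction. Of all 89 named genes past 2-fold, 16 were at or below the dim limit of 4.99 at 0 h, among them CHAC1, ESM1, MX2 and RSAD2. The folds of these genes rest on a dim baseline.
A change was called at 2-fold, the paper's threshold, with no test, because there is 1 array per time point. For 27 gene lists, the median log2 fold change was set against 10000 random lists of the same size. The random lists were drawn with replacement from 20 bins of mean value. Of the 27 lists, 25 were written from general knowledge before the deposited values were examined, and 2 were chosen by the study on these arrays. The 25 were not shown to be blind to Supplementary Table 1, whose folds match these arrays. Without the study's lists and the NF-kB list with cytokines, which holds another list, 12 of 24 lists at 6 h and 9 at 24 h lay outside the middle 95% of their random lists, where about 2.4 of the 48 medians would by chance. Some of these lists still share genes with each other and with the study's lists. Tested on simulated data with 19775 genes at 6 h against 0 h, lists raised by 0.5 or by 1 on the log2 scale lay outside that range in 100% of 50 draws each, and unchanged lists in 6.5% of 200. On the arrays, the upper end of that range at 6 h was at most 0.167 for any list, so the 100% says nothing of smaller changes. Whether unchanged lists of genes that vary together leave the range more often was not tested. The overlap between 6 h and 24 h was set beside 100 simulated sets of unchanged arrays, with noise by signal level taken from the difference between 24 h and 6 h.
The genes named were those the paper names from the arrays in its text and in Fig. 2B, HEYL, the RT-qPCR reference gene, which has no probe set named here, the 12 genes with the highest and the 12 with the lowest log2 fold change at each time among genes brighter than the median probe set, and the 4 members of each list with the largest change. The values of Supplementary Table 1 had been seen when this rule was written. Members of lists named beyond these were chosen after their values were seen, and the alternatives were run for these, GAPDH and ACTB only after the first results.
The alternatives were thresholds of 1.5-fold and 3-fold, removal of dim probe sets (highest value at or below 4.99), centring of each array on its median, a lowess correction of difference on mean (fraction 0.3), quantile normalization again, a floor at the 25th percentile (3.51), probe sets ending in _x_at and _s_at left out, a gene's value as the mean of its probe sets, and a gene called by any of its probe sets. A value was counted as moved when it shifted by more than 0.29 on the log2 scale, the largest difference of any hybridization or labelling control. This limit was set after values had been seen, in place of 0.25, which counts 10 list medians and 120 named-gene values as moved where 0.29 counts 8 and 106. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used. RT-qPCR, protein array, chromatin immunoprecipitation and animal data of the paper were not analysed here.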

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

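The tests of a change of medium, of time in culture, of the control probe sets at 24 h, of intensity trends, of dim probe sets and of other probe sets of a gene were chosen in their present form only after the results they bear on were seen, and the limits for flagging a list (0.1% at either end) or opposite directions (2-fold one way, 1.5-fold the other) were set after values had been seen. All values come from 1 array per time point, and differences between 6 h and 24 h were not tested.
The first pattern is the joint increase of immediate early genes and of NF-kB targets that are not cytokines, which the paper does not discuss as groups. Their median log2 changes were 0.74 and 1.10 at 6 h and 0.43 and 0.20 at 24 h, and several immediate early genes are in Fig. 2B. Unequal RNA degradation was not decided. Degradation would raise the 3' minus 5' difference, and a rise of 0.5 had been set as the level needed. Between 0 h and 6 h this difference changed by -0.03 for GAPDH and -0.22 for ACTB, the opposite direction. The 3' control probe sets of GAPDH and ACTB lie near the top of the scale, at 13.75 and 13.61 at 0 h, which can hide a change. The HUMISGF3A control probe sets rose by 0.101 at the 3' end and 0.374 at the 5' end, also opposite to degradation. The M27830 control probe sets changed by 0.014 at the 3' end and by -0.559 at the 5' end at 6 h, the direction of degradation. The 3' one was near the dim limit, at 5.455 at 0 h. The 18S control probe sets went that way too, by -0.58 at the 3' end and -0.921 at the 5' end. Other signs of RNA composition did move at 6 h, with the 18S control probe sets lower by -0.92 to -0.58 and the 12 MALAT1 probe sets at -1.12 to -0.01, so a difference in the RNA of another kind is not excluded either. A trend with signal intensity had no test apart from the flagging. The lists were flagged by the same random lists matched on mean expression, among which both medians lay at percentile 100.0, so this outcome was fixed. The middle 95% of those random lists at 6 h ran from -0.046 to 0.00 for the immediate early and from -0.092 to 0.00 for the NF-kB list. Random lists of like mean expression thus did not share the rise. Noise of dim probe sets was tested by removal of probe sets dim at 0 h, a filter that does not read the 6 h value. For the immediate early list it removed 3 of the 37 genes and left 89.8% of the median. Removal of so few genes could move this median only a little, so the share left does not decide. The 34 genes kept, none dim at 0 h, had a median of 0.66, and 8 of them were at least 2-fold higher at 6 h. The rise of this list was thus also seen in genes that were not dim. For the NF-kB list the filter removed 2 of the 19 genes, BCL2A1 at 1.69 and VCAM1 at 0.11. These lay on either side of the median, so the 100.0% left was fixed and does not decide. Of the 17 NF-kB genes kept, 9 were at least 2-fold higher at 6 h. With low values floored, the NF-kB median was 0.72. A change of medium at doxycycline withdrawal, which the paper's text does not describe, stays open: of 10 immediate early genes at 2-fold or more at 6 h, 6 (60.0%) were still there at 24 h, between the under 20% of a single passing stimulus and the over 80% that would speak against it. No cells given the same change of medium without HEYL were analysed here, so as a hypothesis HEYL may raise these genes, but its induction and the withdrawal itself cannot be told apart.
The second pattern is that 612 probe sets were past 2-fold at 24 h against 192 at 6 h, a ratio of 3.19, and that 521 of the 612 are not in Supplementary Table 1. The integrated stress response list had 4 genes past 2-fold at 6 h and 13 at 24 h, with medians of 0.51 and 1.05. Noise of dim probe sets as the main cause is argued against by a ratio of 2.96 without probe sets dim at 0 h. Probe sets that do not follow their gene are argued against as the main cause: in 529 pairs of a changed probe set with another probe set of its gene, neither dim at 0 h, the other moved the same way in 88.7% and past 2-fold in 206, with 27 unchanged, although probe sets of a gene can share probes. An intensity trend was not decided: the ratio was 3.14 after the lowess correction, but this correction was at most 0.04 on arrays that RMA had brought to one distribution. A difference in hybridization is argued against by the control probe sets, whose 95th percentile of absolute log2 difference at 24 h was 0.20. Time in culture after the change of medium stays open, since no cells without HEYL were analysed at 24 h, and a later response to HEYL may equally give the stress response median of 1.05.
The third is whether the 6 h and 24 h arrays could be exchanged. The log2 folds of Supplementary Table 1 at 6 h had a correlation across probe sets of 1.00 with the 6 h array and 0.70 with the 24 h array, a difference of 0.30, which argues against an exchange between the table and the deposited values, while one made before both was not tested on the arrays. The paper reports that the cytokine proteins were raised in medium after 6 h of induction, which was not analysed here.
Other lists outside the genes the paper discusses had medians within the 0.1% at either end of their random lists. Heat shock genes had medians of 0.22 at 6 h and 0.40 at 24 h. Proliferation genes had medians of -0.14 and -0.29. At 6 h, interferon-stimulated genes had a median of 0.28, matrix proteases 0.12 and Notch pathway genes 0.07. At 24 h, BMP targets had a median of 0.33. Some left that range under an alternative: matrix proteases had a median of 0.019 (percentile 96.19) with the mean of a gene's probe sets, 0.017 (98.44) with the probe set brightest at 0 h, 0.017 (99.36) with the floor and 0.089 (99.87) without _x_at and _s_at probe sets. Notch genes lay at percentile 98.44 without these and at 99.8 without dim probe sets, BMP targets and heat shock genes at 24 h at 99.42 and 99.41 without _x_at and _s_at probe sets, and the NF-kB targets that are not cytokines at 24 h at 99.85 without them and 99.84 without dim probe sets.
Opposite directions at the 2 times, by the limits above and each gene's brightest probe set, were seen for 6 genes: ID1, a target of BMP signalling, with a log2 change of -1.10 at 6 h and 0.60 at 24 h, IL11 with 0.62 and -1.35 (its other probe set 0.18 and -0.34), GBP1 with 0.99 and -1.07, SLC7A2 with 1.04 and -1.45, CCDC190 with 1.19 and -1.13 and ZFP90 with -0.70 and 1.18 (its other 2 probe sets -0.09 and 0.58, and 0.13 and 0.08). Other probe sets of GBP1 gave 1.08 and -0.78, 1.06 and -0.84, and -0.21 and -0.47. Those of SLC7A2 gave 1.23 and -0.76, and 0.23 and 0.00. HAS2, a hyaluronan synthase, met the limits by its probe set in Supplementary Table 1 (1.54 and -0.60) and not by its brighter one (1.69 and -0.34).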

How the results depend on the processing

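The counts of genes at either time and at both times were added after the data were seen. With 1 array per time point no array could be left out, and detection above background was not analysed. No paired analysis was possible because each time point has 1 array and no result comes from a test. Centring, the lowess correction, quantile normalization again and the floor left each total count within 1.5 times its value, but of the 8 probe sets lower at both times 5 were left by quantile normalization again. Centring and the lowess correction change a value by at most 0.05, so they could move no list median or named gene by over 0.29. At a 1.5-fold threshold, probe sets numbered 911 at 6 h, 2460 at 24 h, 2977 at either and 378 at both times, and genes 333, 1133, 1300 and 160 at 6 h, 24 h, either and both. At 3-fold these were 59, 158, 185 and 32 probe sets and 36, 91, 108 and 19 genes. The stricter or looser threshold itself gives these changes. The share of increases depends on it too, with 491 probe sets up and 420 down at 6 h and 1378 and 1082 at 24 h at 1.5-fold, and 57 and 2 and 145 and 13 at 3-fold. Removal of probe sets dim at 0 h, added after the data were seen, left 158 probe sets at 6 h and 467 at 24 h. Without _x_at and _s_at probe sets, 387 probe sets at 24 h and 456 at either time were left, since fewer were tested. With the mean of a gene's probe sets, 223 genes at 24 h and 252 at either time were past 2-fold. For the CXCR2 ligands the 6 h median was 0.60 with that mean and 0.00 without _x_at and _s_at probe sets, and the 24 h median 0.95 without dim probe sets, a filter that reads the highest of the 3 arrays. The 6 h median of the NF-kB targets was 0.69 with the mean, and without the cytokines 0.68 with the mean, 0.72 with the floor and 0.71 without _x_at and _s_at probe sets. CXCL2 was at 0.60 and 0.33 on the log2 scale at 6 h and 24 h with the mean, and at -0.022 and -0.022 without _x_at and _s_at probe sets, which leaves only its dim probe sets. CXCL8 has no value there. With the mean, CXCL8 was at 2.62 at 6 h, FGF1 at 1.84 at 24 h and HEYL at 3.33 and 3.53. With the probe set brightest at 0 h, added after the data were seen, 93, 335, 377 and 49 genes were past 2-fold at 6 h, 24 h, either and both, MAP2K5 was at -0.31 and -0.11 on the log2 scale, MMP19 at 0.00 at both times, and the 24 h median of the heatmap genes was 1.00, since other probe sets are read. Of the 54 list medians, 5 outside the middle 95% of their random lists came inside under at least 1 alternative and 8 inside went outside. With the mean of a gene's probe sets, NFKB2 at 6 h was at 1.61-fold, SMAD6 at 6 h at 0.80 times, and SORBS2, CXCL12, IL11 and CCNE2 at 24 h at 0.54, 0.53, 0.56 and 0.54 times, so these calls were lost. That mean also lost the calls of ERN1 at 6 h and 24 h (1.74-fold and 1.61-fold) and IL1RL1 at 6 h (1.60-fold). It lost those of GBP1 at 24 h (0.58 times) and SLC7A2 at 6 h and 24 h (1.78-fold and 0.60 times) too. The cause of the other shifts was not tested.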

Differences from the paper's values

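The paper gives approximately 100 genes (the paper's value) with a change higher than 2-fold; the sentence gives no time, and the table it cites has 6 and 24 h in its title. Here 98 genes were past 2-fold at 6 h, 347 at 24 h, 391 at either time and 52 at both in the same direction, the last 2 counts added after the data were seen. The 6 h count is the one near the paper's value at the paper's own threshold. The table it cites also follows the 6 h array, with 191 of its 192 probe sets past 2-fold at 6 h and 91 at 24 h. The paper's value may thus be a 6 h count, although its sentence does not say so. The alternatives tried for 24 h were set before the data were examined. Of those for 24 h and for either time, the 3-fold threshold, which is not the paper's, gave 91 and 108 genes, within 1.5 times the paper's value. The 1.5-fold threshold, removal of dim probe sets, centring, the lowess correction, quantile normalization again, the floor, probe sets ending in _x_at and _s_at left out, the mean of a gene's probe sets, any probe set of the gene and, added later, the probe set brightest at 0 h did not. For both times no alternative came within 1.5 times, with 19 to 64 genes except 160 at the 1.5-fold threshold.
The folds of Supplementary Table 1 were matched by the deposited values within a ratio of 1.0003 at 6 h and at 24 h. Its title gives changes at 6 and 24 h. Of its 192 probe sets, 191 were at 2-fold or more at 6 h, 190 in the direction of the table's fold and 1 whose 6 h fold the table leaves blank, and 91 were past 2-fold at 24 h. The 1 probe set past 2-fold at 6 h that it does not list is that of HEYL. The table prints FOS for a probe set that the platform annotation gives to FOSB.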

Other observations

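Among genes of protein folding, the small heat shock gene CRYAB was 6.09-fold higher at 24 h, from a dim 0 h value (log2 4.66, with the dim limit at 4.99). HSPA6, a stress-induced HSP70, was 3.66-fold higher at 6 h, or 1.96-fold by its other probe set, which was the brighter one at 0 h. CRYAB at 24 h and HSPA6 at 6 h were each the 1 gene past 2-fold among the 15 heat shock genes with a probe set of their own. The inducible HSP70 genes HSPA1A and HSPA1B have only probe sets that they share, so they are not among the 15; these 3 probe sets, of which 1 can also read HSPA1L, were 2.46-fold to 3.28-fold higher at 6 h and 2.95-fold to 5.61-fold at 24 h. Of 14 endoplasmic reticulum chaperone and unfolded protein response genes, 1 was past 2-fold at each time, ERN1 at 2.09-fold and 2.64-fold, and the list's medians were 0.01 and 0.07, at percentiles 97.18 and 95.77. By the mean of its probe sets ERN1 was at 1.74-fold and 1.61-fold, so both calls were lost. With that mean the list's medians were 0.04 and 0.15, at percentiles 99.19 and 99.72, above the middle 95% of its random lists. Of 26 interferon-stimulated genes, 3 were at least 2-fold higher at 6 h, IFIT1, MX2 and RSAD2, and at 24 h 3 were higher and 1 lower, with a 24 h median of 0.14 (percentile 99.89). Of 21 matrix proteases, 2 were higher at 6 h, and at 24 h 4 were higher and 1 lower, PLAU at 0.43 times its 0 h level, with a 24 h median of 0.00 (percentile 47.73), -0.158 (percentile 0.11) without dim probe sets and -0.008 (percentile 2.64) after the lowess correction.
HEY1, a relative of HEYL and a Notch target, was 2.44-fold higher at 24 h and at 0.984 times at 6 h. It was the 1 gene past 2-fold among 18 Notch pathway genes, whose 24 h median was 0.00 (percentile 78.93). Of 11 BMP targets, ID1 and SMAD6 were 2-fold lower at 6 h (median -0.08, percentile 4.72, or percentile 1.36 with the mean of a gene's probe sets) and HEY1 was 2-fold higher at 24 h. Of 16 TGF-beta targets, CCN2 was past 2-fold at 6 h, and CCN2 and COL1A1 at 24 h, with medians of 0.05 and 0.12 (percentiles 99.76 and 99.21). Without _x_at and _s_at probe sets these were 0.00 and 0.06 (percentiles 62.98 and 96.42), and COL1A1 was at 1.99-fold at 24 h after centring and 1.38-fold by the mean of its probe sets. Hypoxia genes had medians of -0.04 and 0.00 (percentiles 17.48 and 66.37), p53 targets 0.05 and -0.06 (percentiles 99.45 and 16.43) and cholesterol synthesis genes -0.08 and 0.01 (percentiles 14.60 and 78.20). Without _x_at and _s_at probe sets the p53 targets had a 6 h median of 0.02 (percentile 94.53). With the mean of a gene's probe sets the cholesterol synthesis genes had a 6 h median of -0.13 (percentile 1.1).
The CXCL genes lie in one cluster. In gene order between CXCL8 and CXCL2, the measured genes CXCL6, PF4V1, PF4, CXCL5 and PPBPP2 had log2 changes of 0.00 to 0.05 at both times and PPBP -0.34, each dim, beside CXCL1, CXCL3, CXCL8 and CXCL2, which were at least 2-fold higher at 6 h. The paper reports by RT-qPCR (Fig. 2C) that the cytokines were higher at both times; on the arrays CXCL8 was 1.02-fold at 24 h. HEYL, by its brighter probe set, was near the top of the scale at both times (13.45 and 13.94, where the highest value was 14.09), so its change between them is not read as exact here. The log2 differences of 24 h from 6 h were -1.19 for CXCL1, -0.81 for CXCL2, -0.59 for CXCL3, -2.21 for CXCL8, -1.25 for IL6 and 0.13 for FGF1.
Markers of other cell types had medians near 0: endothelial genes 0.00 and 0.00 (percentiles 45.65 and 43.37), leukocyte genes 0.00 and 0.00 (percentiles 41.03 and 85.46), and epithelial genes 0.00 and 0.00 (percentiles 44.50 and 43.31). Of these, 7 of 12 endothelial, 6 of 10 leukocyte and 8 of 14 epithelial genes were dim on all arrays; without dim probe sets the leukocyte median at 24 h was 0.281 (percentile 97.23, 4 genes) and the epithelial one at 6 h -0.066 (percentile 5.12, 6 genes). The mesenchymal and basal markers of HS578T cells themselves had medians of 0.02 and 0.04 (percentiles 96.40 and 93.41), with a 6 h median of 0.04 (percentile 99.0) by the mean of a gene's probe sets. ROBO4, on the endothelial list, was 6.07-fold higher at 24 h by its brightest probe set and 1.28-fold by the other. The nuclear noncoding RNA list had 3 measured members and medians of -0.05 and -0.05 (percentiles 14.84 and 16.36), and 12 probe sets of MALAT1 ranged from -1.12 to -0.01 at 6 h and from -0.52 to 0.72 at 24 h. Reference genes had medians of -0.01 and 0.00 (percentiles 53.20 and 70.35), with single genes from -0.40 (YWHAZ) to 0.39 (TBP) at 24 h. The lists of the paper's 6 cytokines and of its heatmap genes, chosen by the study on these arrays, had medians of 1.88 and 0.95 and of 1.78 and 1.31, at the 100th percentile at both times, and the NF-kB list with cytokines 1.15 and 0.31, at the 100th percentile too.
SLC7A2, a cationic amino acid transporter, and CCDC190 were the 2 probe sets past 2-fold in opposite directions, with log2 changes of 1.04 and -1.45 and of 1.19 and -1.13, and were chosen after their values were seen. By the mean of its probe sets SLC7A2 was at 1.78-fold at 6 h and 0.60 times at 24 h, past 2-fold at neither time. The log2 changes at 6 h and 24 h had a correlation across probe sets of 0.50 and a covariance of 0.03. Simulated unchanged arrays gave 0.50 and 0.03, from noise that includes the difference between 24 h and 6 h. Equal noise on arrays that share 0 h fixes the simulated correlation near 0.50, and the noise used sets the covariance. This match therefore does not decide how much of the correlation comes from the shared 0 h array.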
